# RNA decay in processing bodies is indispensable for adipogenesis

**DOI:** 10.1038/s41419-021-03537-7

**Published:** 2021-03-17

**Authors:** Ryotaro Maeda, Daisuke Kami, Akira Shikuma, Yosuke Suzuki, Toshihiko Taya, Satoaki Matoba, Satoshi Gojo

**Keywords:** Multivesicular bodies, RNA decay

## Abstract

The RNA decay pathway plays key regulatory roles in cell identities and differentiation processes. Although adipogenesis is transcriptionally and epigenetically regulated and has been thoroughly investigated, how RNA metabolism that contributes to the stability of phenotype-shaping transcriptomes participates in differentiation remains elusive. In this study, we investigated Ddx6, an essential component of processing bodies (PBs) that executes RNA decay and translational repression in the cytoplasm and participates in the cellular transition of reprogramming. Upon adipogenic induction, Ddx6 dynamically accumulated to form PBs with a binding partner, 4E-T, at the early phase prior to emergence of intracellular lipid droplets. In contrast, preadipocytes with Ddx6 knockout (KO) or 4E-T knockdown (KD) failed to generate PBs, resulting in significant suppression of adipogenesis. Transcription factors related to preadipocytes and negative regulators of adipogenesis that were not expressed under adipogenic stimulation were maintained in Ddx6-KO and 4E-T-KD preadipocytes under adipogenic induction. Elimination of Dlk1, a major negative regulator of adipogenesis, in 3T3L1 Ddx6-KO cells did not restore adipogenic differentiation capacity to any extent. Similar to murine cells, human primary mesenchymal stem cells, which can differentiate into adipocytes upon stimulation with adipogenic cocktails, required DDX6 to maturate into adipocytes. Therefore, RNA decay of the entire parental transcriptome, rather than removal of a strong negative regulator, could be indispensable for adipogenesis.

## Introduction

Cellular identity is driven by genomic, epigenomic, transcriptomic, and proteomic heterogeneity. In stem cells or progenitors, intrinsic entities that are responsible for environmental cues make fate decisions to either maintain stemness or differentiate into progenies^1^. As multiomics technology has developed, comprehensive regulatory networks related to cell trajectory have been elucidated in detail. The epigenome, transcriptional regulation, and protein degradation have been extensively investigated, but how RNA metabolism contributes to the mechanisms has not been clarified^2^. Transcript expression does not directly correlate with transcription rates^3^ but rather is determined by the balance between transcription rates and decay rates^4^. Although RNA stability differs considerably among various transcripts^5^, the decay rates of some transcripts are conserved among different species^6^, which has led to the discovery of an RNA decay regulon^7^. The molecular aspects of RNA decay are well defined, whereas the phenotypic linkages to cellular phenotypes and physiological functions are poorly characterized.

RNA decay-dependent removal of previous cellular transcripts may be a common feature of various cellular transitions, as we have previously reported that reprogramming to induce pluripotent stem cells requires eradication of the unique transcriptomes of parent cells^8^. In addition to RNA decay, control of mRNA levels is executed by translational repression. The molecular machinery that silences targeted mRNAs via RNA decay or translational repression is composed of the RNA-induced silencing complex (RISC)^9^, which consists of microRNAs that recognize their target mRNAs through partial complementarity with the help of Argonaute proteins^10^. During translation^11^, the RNA decay machinery can form closed loops in the target mRNA through a bridge that is established between the 3′-end deadenylation complex and the 5′ m7G-cap by binding to eIF4E, which is mediated by Ddx6 and 4E-T^12^. On the other hand, translational repression occurs at the initial step of translation via PABP displacement^13^; recruitment of a translational repressor, such as Ddx6^14^; and dissociation of eIF4A^15^. For RNA metabolism, cells contain membraneless organelles, which are flexible biological condensates composed of many proteins. Such organelles include various ribonucleoprotein (RNP) granules; processing bodies (PBs), which are maintained by essential factors including Ddx6, 4E-T, and LSM14A^16^; and stress granules in the cytoplasm. Along with RISCs, the spatial and temporal association or dissociation of these effector molecules, such as Ddx6 and 4E-T, enables fine-tuning of the transcriptome to ensure that it is appropriate for the environment and that it maintains homeostasis in the body.

Ddx6 belongs to the DEAD-box family of RNA helicases involved in RNA decay via activation of decapping and translational repression. During erythrocyte differentiation, degradation of mitochondria in enucleated mature reticulocytes is triggered by reticulocyte 15-lipoxygenase (r15-LOX), and r15-LOX mRNA is translationally repressed in PBs of erythroid precursor cells by Ddx6 in combination with hnRNP K and hnRNP E1, which recognize the differentiation control element in the 3′-untranslated region (3′-UTR)^17^. In macrophages, TNF-α is regulated by translational repression induced by recognition of AU-rich elements (AREs) residing in the 3′-UTR of TNF-α mRNA by tristetraprolin (TTP) and Ddx6^18^. Messenger RNPs in PBs are apparent standbys that respond to extracellular stimuli or appropriately timed events. Ddx6 binds to 4E-T, Pat1, and Edc3 in an exclusive manner, suggesting that the partner may determine the fate of the RNP, such as translational repression in the case of 4E-T, deadenylation for RNA decay in the case of Pat1, or decapping for RNA decay in the case of Edc3^19^.

Information on the molecular mechanism of adipogenesis has been acquired by culturing adipocyte precursor cell lines, such as the 3T3L1 (unipotent cells) and 10T1/2 (pluripotent fibroblasts) cell lines, in a defined adipogenic cocktail containing insulin, dexamethasone, and 3-isobutyl-1-methylxanthine that stimulates cAMP-dependent protein kinase^20^. Transcriptional regulation of adipogenesis is well characterized; at least two waves of transcription factors are involved in the process. The first wave of factors is dominated by CCAAT/enhancer-binding protein (C/EBP) β/δ, and the second is centered around peroxisome proliferator-activated receptor (PPAR) γ and C/EBPα^21^. A variety of adipogenic signals activate the transcription factors of the first waves, such as AP-1, KLF4, and KLF6, in addition to C/EBPβ and C/EBPδ, which in turn associate with transcription factor hotspots and coordinate enhanceosome formation and chromatin remodeling leading to differentiation into mature adipocytes. Positive regulators of the adipogenic program are antagonized by several types of negative regulators enriched in preadipocytes, such as GATA2, GATA3, KLF2, KLF7, and Dlk1 (also known as Pref1), which are fully repressed during adipogenesis^22^. In addition to *trans*-acting factors, *cis*-acting regulatory elements within mRNA, often within 3′-UTRs, might govern the fate of cytoplasmic mRNAs through RNA decay pathways^23^.

We have previously demonstrated that Ddx6-dependent RNA decay is indispensable for the reprogramming that induces pluripotent stem cells^8^. Extending the findings to other biological processes, we hypothesized that RNA decay may play an essential role in differentiation from precursors and tested this hypothesis through in vitro adipogenesis. The role of RNA metabolism in in vitro adipogenesis was investigated by silencing Ddx6 and 4E-T, which are essential constituents of PBs. This study elucidates a novel aspect of adipogenesis in the context of the RNA decay regulon.

## Results

### PBs and the expression of mesenchymal genes during adipogenesis

The preadipocyte cell line 3T3L1 was used in this study to investigate the role of RNA metabolism in adipogenesis induced by standard differentiation cocktails^24^. Preadipocytes reached confluence on day 2 after adipogenic induction, and adipocytes laden with lipid droplets appeared at approximately day 4 (Fig. 1A). The fatty acid droplets were stained with oil red O on day 8. The expression of mesenchymal genes was assayed because these genes shape the mesenchymal phenotype of 3T3L1 cells. The levels of Snai1 and Snai2 continuously and gradually decreased, whereas the levels of Twist 1/2 and Zeb 1/2 were increased on day 4 and abruptly decreased on day 6 (Fig. 1B). RNA decay occurs in PBs, which are specialized membraneless organelles for RNA metabolism that are involved in the onset of differentiation of stem cells^8^; PBs of 3T3L1 cells during adipogenesis were visualized by staining with Ddx6, an essential protein of PBs. Ddx6-positive foci appeared on day 4 of adipogenesis, and their numbers gradually decreased until day 8 (Fig. 1C, D). The expression of Ddx6 mRNA was decreased after 4 days of adipogenic induction; however, the protein levels of Ddx6 were maintained during adipogenesis (Fig. 1E), suggesting that free Ddx6, which does not participate in PB formation, may be less stable than PBs. The PBs formed at the same time that the expression of mesenchymal transcription factors decreased on day 4 of adipogenic induction, suggesting that the role of RNA metabolism during adipogenesis should be investigated.

**Fig. 1:**
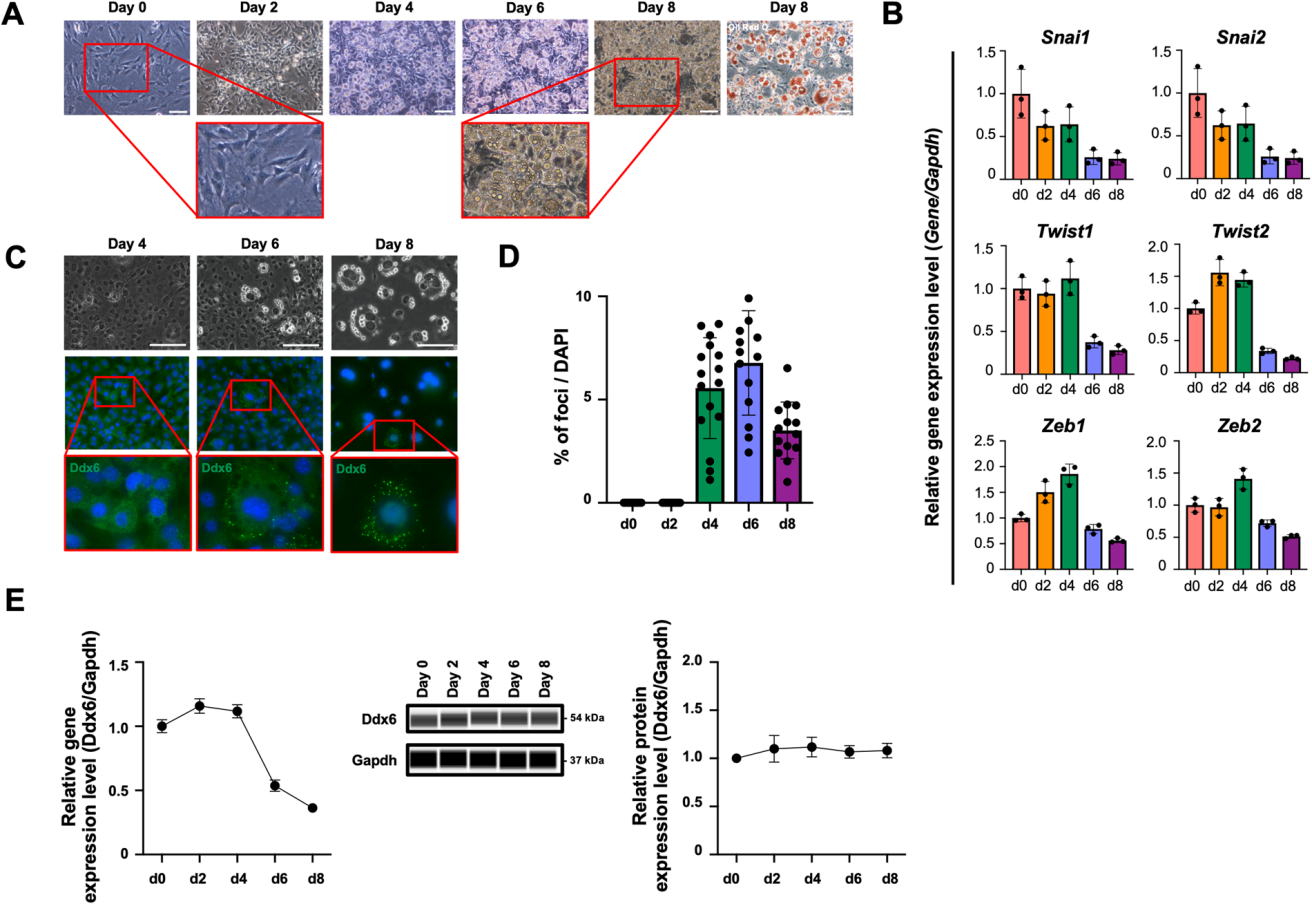
Adipogenic differentiation of 3T3L1 preadipocytes. **A** Phase-contrast microscopy images during adipogenesis. 3T3L1 preadipocytes were differentiated into adipocytes using an adipogenic differentiation cocktail containing dexamethasone, IBMX, and insulin. On day 8, the cells were fixed and stained with oil red O. The scale bar is 100 μm. **B** RT-qPCR analysis of gene expression in 3T3L1 preadipocytes during adipogenesis. Individual RNA expression levels were normalized to Gapdh expression levels. The error bars indicate the SDs (*n* = 3). **C** Immunocytochemistry images during adipogenesis. Formation of Ddx6 foci was observed. The scale bar is 50 μm. Nuclei were stained with DAPI. **D** Ratio of the number of cells with Ddx6 foci to the number of DAPI-positive cells each day following adipogenic induction analyzed in three sessions. Independent researchers chose 7–5 microscopic fields in a session at random. **E** Protein (*n* = 4) and gene (*n* = 6) expression analysis of Ddx6 during adipogenesis. The error bars indicate the SDs.

### Inhibition of adipogenesis by Ddx6 knockout (KO)

Ddx6 was knocked out in 3T3L1 cells to generate 3T3L1 Ddx6-KO cells by introducing a recombinant lentivirus carrying Cas9 and guide RNA (gRNA) to the Ddx6 sequence from sites 44,614,295 to 44,614,314 on chromosome 9 (Fig. 2A). The 3T3L1 Ddx6-KO cells and mock-transfected (3T3L1 tdTomato [TOM]) cells were subjected to adipogenic differentiation. The 3T3L1 Ddx6-KO cells clearly failed to differentiate into adipocytes according to macroscopic observation, whereas the mock-transfected cells differentiated similarly to the native cells (Fig. 2B). Oil red O staining demonstrated the absence of lipid droplets in 3T3L1 Ddx6-KO cells, which had a negligible level of the signal; in contrast, mock transfectants had positive red staining in the culture dish with a positive signal similar to that of native 3T3L1 cells (Fig. 2B, C). DDX6 was knocked out in human mesenchymal stem cells (hMSCs) in the same way as in 3T3L1 cells (Supplementary Fig. S3). Among hMSC Ddx6-KO cells subjected to an adipogenesis induction protocol, significant suppression of adipocyte differentiation was observed via macroscopic analysis and verified by oil red O staining (Supplementary Fig. S4). 4E-T is an essential component of PBs, similar to Ddx6; thus, 4E-T staining was selected as an alternative method of identification of PBs in Ddx6-KO experiments. The numbers of PBs generated in the mock transfectants were similar when Ddx6 staining and 4E-T staining were used for detection; however, 3T3L1 Ddx6-KO cells did not form PBs (Fig. 2D, E). In addition, the mesenchymal transcription factors Snail 1/2, Twist 1/2, and Zeb 1/2 were maintained at constant levels during adipogenesis in 3T3L1 Ddx6-KO cells (Fig. 2F). The mock transfectants had the same kinetics of gene expression of these transcription factors as that observed in the native 3T3L1 cells, indicating that recombinant lentiviral transduction did not influence differentiation. These results indicate that Ddx6 KO is directly linked to a lack of PB generation and failure of adipogenesis due to maintenance of the parental transcriptome.

**Fig. 2:**
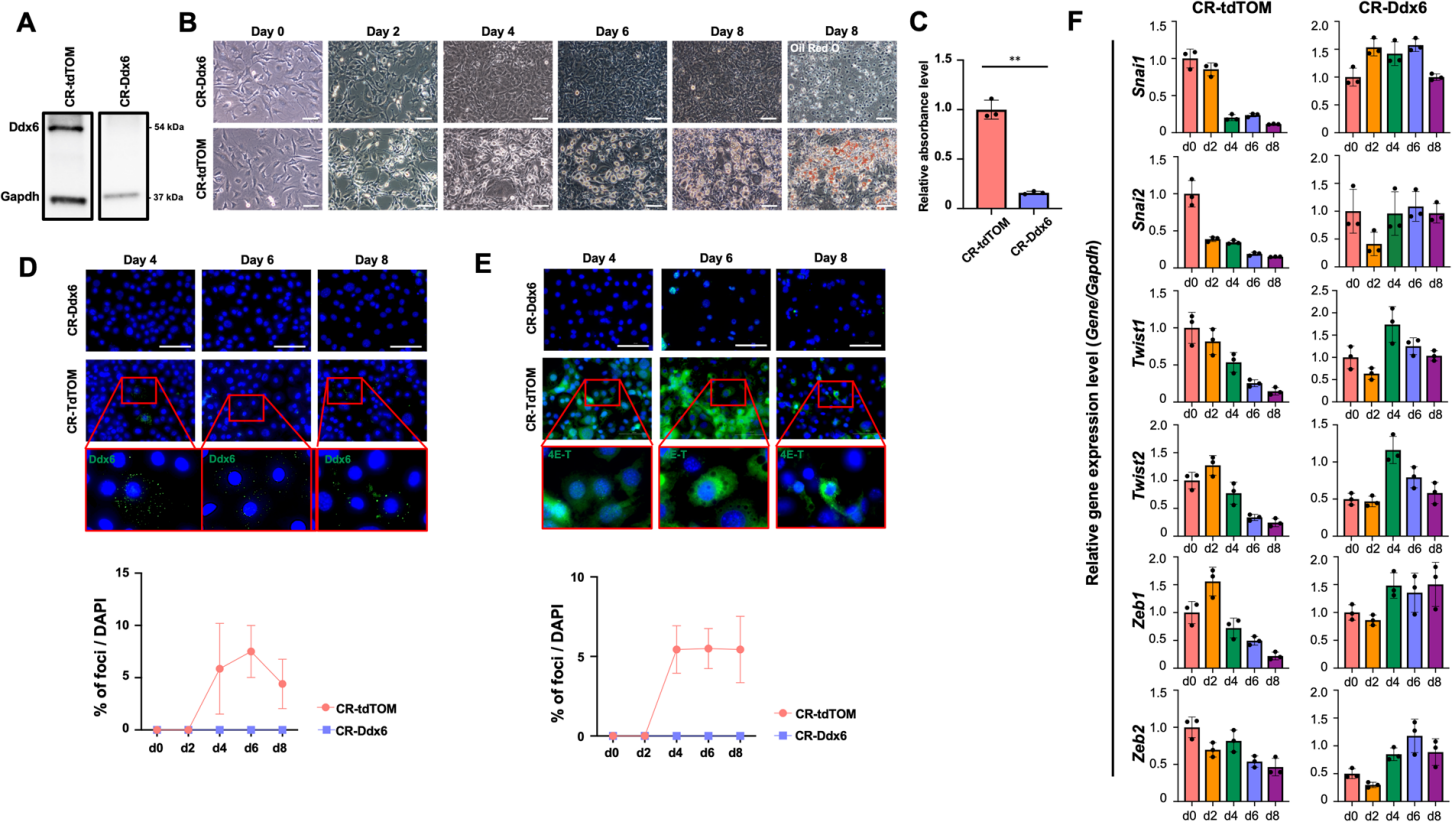
Adipogenic differentiation of 3T3L1 Ddx6-KO preadipocytes. **A** Western blotting of 3T3L1 Ddx6-KO preadipocytes. **B** Phase-contrast microscopic images during adipogenesis. On day 8, cells were fixed and stained with oil red O. The scale bar is 100 μm. **C** Relative absorbance of oil red O. The error bars indicate the SDs (*n* = 3). Double asterisks (**) indicate significance (*P* < 0.01). **D** Immunocytochemistry of Ddx6 foci and the proportion of cells with foci during adipogenesis. The scale bar is 50 μm. The error bars indicate the SDs (*n* = 6). **E** Immunocytochemistry of 4E-T foci and the proportion of cells with foci during adipogenesis. The scale bar is 50 μm. The error bars indicate the SDs (*n* = 6). **F** RT-qPCR analysis of gene expression during adipogenesis. Individual RNA expression levels were normalized to Gapdh expression levels. The error bars indicate the SDs (*n* = 3).

### Inhibition of adipogenesis by 4E-T knockdown (KD)

Ddx6 functions as a driver of RNA decay and translational repression and participates in nuclear export and translational activation^25^; thus, KD of 4E-T in 3T3L1 cells was performed to determine if this binding partner of Ddx6 in PBs is involved in inhibition of adipogenesis and to identify the role of PB-dependent RNA metabolism in adipogenesis. Colocalization of Ddx6 and 4E-T in distinctive foci in the cytoplasm of 3T3L1 cells was detected from day 4 to day 8 of adipogenic induction (Fig. 3A). Immunoprecipitation analysis using anti-Ddx6 and anti-4E-T antibodies in 3T3L1 cells on day 4 of adipogenic induction clearly demonstrated the presence of 4E-T and Ddx6, respectively (Fig. 3B). To KD 4E-T expression, three independent siRNAs were designed to exclude nonspecific off-target effects. Two types of siRNAs against 4E-T suppressed 4E-T expression to less than 50% of baseline levels for at least 5 days (Supplementary Fig. S1). Transfection of 3T3L1 cells with siRNA against 4E-T was performed 1 day prior to adipogenic induction, and the suppression of 4E-T expression was maintained for 4 days without differentiation. The resulting cells were designated 3T3L1 4E-T-KD cells (Fig. 3C). Adipogenic induction in 3T3L1 4E-T-KD cells was suppressed, as indicated by the low number of lipid-laden adipocytes (Fig. 3D) and by the levels of eluted Oil Red (Fig. 3E). 3T3L1 4E-T-KD cells were stained with anti-Ddx6 antibodies to identify PBs during adipogenesis. The ~50% reduction in the level of 4E-T expression prevented the formation of PBs during adipogenic induction, similar to the situation in 3T3L1 Ddx6-KO cells (Fig. 3F). Inhibition of adipogenesis in 3T3L1 4E-T-KD cells was incomplete, while it was almost complete in 3T3L1 Ddx6-KO cells; the differences between KO and KD could have influenced the outcome. These results suggest that a functional overlap of Ddx6 and 4E-T in the context of adipogenic induction signals involves RNA decay or translational repression by PBs, which may be indispensable for adipogenesis.

**Fig. 3:**
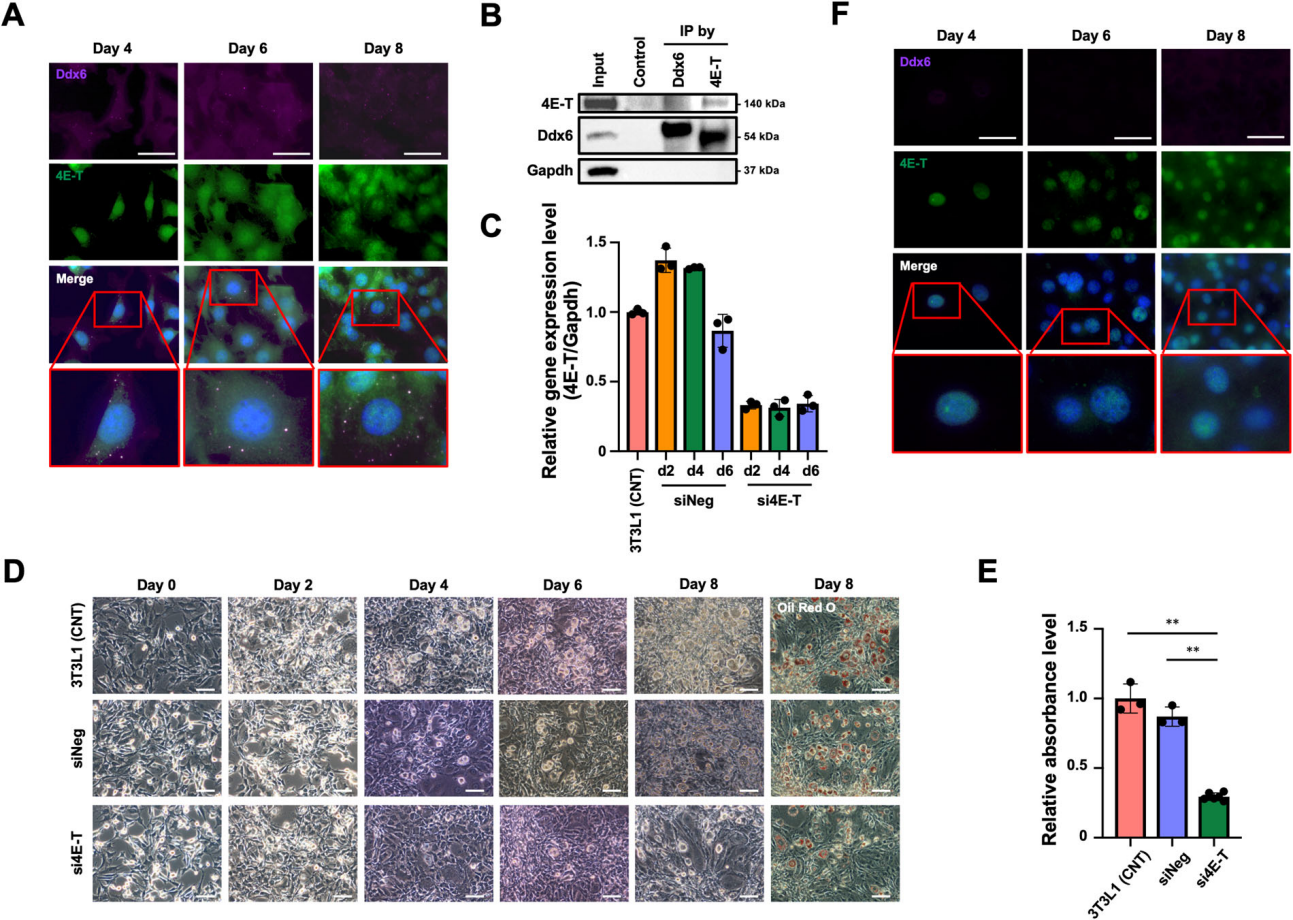
Adipogenic differentiation of 3T3L1 4E-T-KD preadipocytes. **A** Immunocytochemistry of 3T3L1 preadipocytes during adipogenesis. Foci of Ddx6 and 4E-T proteins were merged. The scale bar is 50 μm. Nuclei were stained with DAPI. **B** Immunoprecipitates bound by Ddx6 or 4E-T antibodies were analyzed by western blotting with anti-Ddx6 and anti-4E-T antibodies. **C** RT-qPCR analysis of 4E-T expression on each day. Individual RNA expression levels were normalized to Gapdh expression levels. The error bars indicate the SDs (*n* = 3). **D** Phase-contrast microscopy images during adipogenesis. On day 8, the cells were fixed and stained with oil red O. The scale bar is 100 μm. **E** Relative absorbance of oil red O. The error bars indicate the SDs (*n* = 3). Double asterisks (**) indicate signific ance (*P* < 0.01). **F** Immunocytochemistry of 3T3L1 4E-T-KD preadipocytes during adipogenesis. The scale bar is 50 μm. The nuclei were stained with DAPI.

### Overexpression of DDX6 does not influence adipogenesis

Then, the effects of overexpression of Ddx6 in 3T3L1 cells on adipogenesis were tested. Constitutively, Ddx6-overexpressing (O/E) 3T3L1 cells were created by transfection with a recombinant retrovirus carrying Ddx6 and subsequent selection (Supplementary Fig. S2). 3T3L1 Ddx6 O/E cells were subjected to the adipogenic induction protocol and demonstrated macroscopic characteristics similar to those of native 3T3L1 cells during the process (Fig. 4A). Oil red O staining demonstrated similar numbers of lipid droplets in 3T3L1 Ddx6 O/E and native 3T3L1 cells, and the levels of staining were not significantly different between these cell types (Fig. 4B). PBs were identified by fluorescence microscopy, and the numbers of PBs were similar in 3T3L1 Ddx6 O/E and native cells (Fig. 4C). The level of DDX6 in the cytoplasm has been reported to be as high as 3.3 μM in HeLa cells^26^, indicating that RNA metabolism-dependent regulation of the transcriptome may be able to respond rapidly to environmental cues. Apparently, overexpression of Ddx6 does not influence physiological RNA metabolism.

**Fig. 4:**
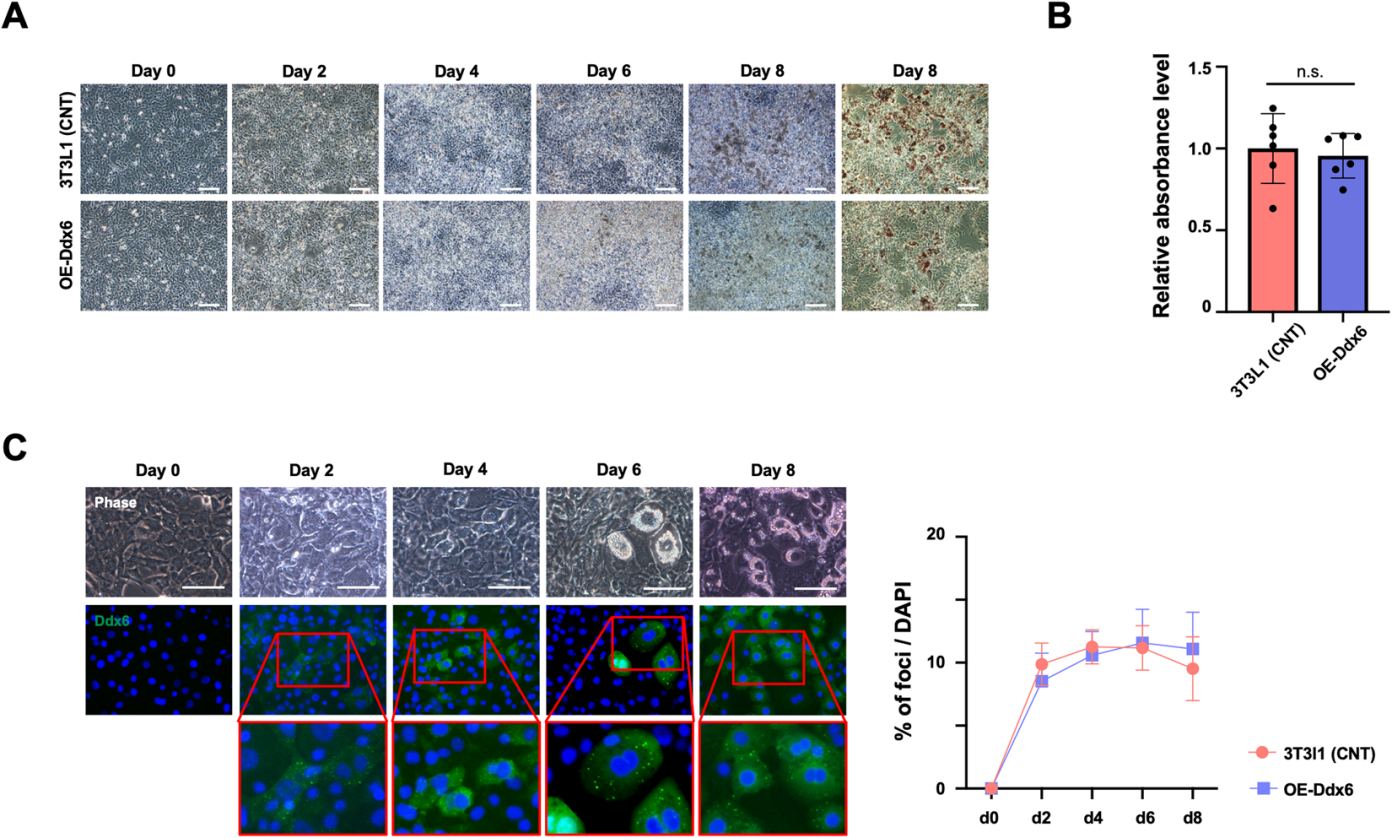
Adipogenic differentiation of Ddx6-O/E 3T3L1 preadipocytes. **A** Phase-contrast microscopic images during adipogenesis. On day 8, the cells were fixed and stained with oil red O. The scale bar is 100 μm. **B** Relative absorbance of oil red O. The error bars indicate the SDs (*n* = 6). **C** Fluorescence microscopy images and the proportion of cells with foci during adipogenesis are shown. The scale bar is 100 μm. The error bars indicate the SDs (*n* = 6). The nuclei were stained with Hoechst 33342.

### Transcriptome analysis in 3T3L1 Ddx6-KO cells

Ddx6 and 4E-T are known to be important factors in PB formation and to play important roles in RNA metabolism^27^. These factors are involved in RNA degradation in PBs; hence, we hypothesized that degradation of mRNAs specifically expressed in cells before induction is essential for the induction of adipogenesis. To test this hypothesis, a global gene expression analysis was performed in 3T3L1 Ddx6-KO cells before and after adipogenic induction using RNA-seq. 

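Ddx6 encodes the DEAD-box RNA helicase targeted in these cells, and its RNA was read in every library first. Its level in FPKM, the fragments of a gene scaled to its length and to the size of the library, was 11.3 and 19.9 in the 2 TOM libraries at day 0 and 28.8 and 28.4 in those at day 2. In the libraries labelled Ddx6-KO, it was 27.2 and 31.9 at day 0 and 50.0 and 43.0 at day 2. The libraries labelled Ddx6-KO minus TOM gave a log2 difference of 0.93 at day 0 (standard error 0.25, adjusted p = 0.055 from limma) and of 0.68 at day 2 (standard error 0.25, adjusted p = 0.099). Over 24 alternative settings, the adjusted p of Ddx6 at day 0 ran from 0.0159 to 0.344. It passed 0.05 without TOM day 0 library 2 (log2 difference 1.31, adjusted p = 0.0159), with the stricter filter (0.0375), after TPM rescaling (0.0416), without small RNAs, predicted genes and pseudogenes (0.0321) and with library weights (0.0345). At day 2, the adjusted p ran from 0.0289 to 0.281, and Ddx6 passed without TOM day 0 library 1 (adjusted p = 0.0289) or library 2 (adjusted p = 0.0298). A level summed over the whole gene does not check for a short insertion or deletion at the guide's target, and Ddx6 RNA that is not lower goes against a reading of the label from RNA alone. Ddx6 protein in the paper's western blot (Fig. 2A) and its lipid staining (Fig. 2B, C) run the way the labels say, as does the rise of adipocyte markers in the libraries labelled TOM, which does not settle the labels. TOM and Ddx6-KO therefore name the libraries by their labels.
3T3L1 is a mouse preadipocyte line that turns into fat-storing cells after a hormone cocktail of dexamethasone, isobutylmethylxanthine and insulin. TOM cells are the mock transfectants and carry a guide against tdTomato. Total RNA of TOM and Ddx6-KO cells was sequenced at day 0, before induction, and at day 2 of induction, as stranded paired-end libraries on an Illumina HiScanSQ. There were 2 libraries in each of the 4 groups. The labels place the libraries at day 0 or day 2, while the treatment note in the labels gives a harvest 2 days after induction for all of them, and the days of the paper's comparison were used here. The paper's statistics section speaks of triplicate experiments for gene expression without naming the number of sequenced libraries. Nothing in the sources says that the libraries of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical. The authors aligned the reads to GRCm38/mm10 with TopHat2 and computed FPKM per gene with Cufflinks. FPKM is a share of each library, and the 10 highest genes took 41.0% to 59.5% of its sum, and small RNAs 33.6% to 47.7%. Read totals were approximated from the spacing of low values, at 16.0 M and 2.9 M fragments for TOM day 0, 2.1 M and 2.3 M for TOM day 2, 4.6 M and 2.9 M for Ddx6-KO day 0, and 1.2 M and 2.1 M for Ddx6-KO day 2. Libraries of a group correlated with Pearson's r of 0.946, 0.941, 0.95 and 0.888 across genes in that order of groups. Of 46073 genes, the 15811 with at least 1 FPKM in at least 2 libraries were tested with limma on log2(FPKM + 1), with Benjamini-Hochberg adjustment within each comparison. Changes are on this log2 scale, which understates the change of low genes. In simulated data for TOM day 2 against day 0 over 15811 genes, 25.6% of 2-fold and 77.2% of 4-fold changes were recovered. Only 100 genes changed at each size there, all above a minimum level, so the real comparison may recover other shares.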

The analysis focused on a group of genes whose expression was reduced twofold in mock transfectants but was not reduced in 3T3L1 Ddx6-KO cells (Fig. 5A, B). 

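In TOM cells, 11 of 18 measured markers of mature adipocytes were higher at day 2 than at day 0 and 2 were lower, by limma (11 and 2 when adjusted over the list alone). Fabp4, a fatty acid carrier, rose by 4.66 (standard error 0.22, adjusted p = 0.00012), and Cidec, a lipid droplet protein, rose by 3.90 (standard error 0.34, adjusted p = 0.00071). In the libraries labelled Ddx6-KO, Fabp4 fell by 1.97 (adjusted p = 0.0023), and 1 marker was higher and 2 were lower (2 and 4 over the list alone). Of 38 interferon response genes, 31 fell and 1 rose in TOM cells (33 and 1 over the list alone), and 25 fell in Ddx6-KO cells (29 over the list alone). Their median was −2.90 in TOM and −1.39 in Ddx6-KO cells, and the antiviral genes Isg15 and Ifit3 fell by 6.63 and 6.59 in TOM cells. The TOM tests of these lists had adjusted p = 0.0865 for the adipocyte markers and adjusted p = 0.0527 for interferon genes with an estimated correlation, and the Ddx6-KO interferon test had adjusted p = 0.0846. Of 6 measured macrophage markers, 1 was lower in TOM cells (1 over the list alone) and 2 were lower in Ddx6-KO cells (3 lower and 1 higher over the list alone).
In the libraries labelled Ddx6-KO, 18 of 21 genes of cholesterol synthesis and uptake, 18 of 19 of glycolysis and hypoxia and 7 of 15 of lipid synthesis were lower at day 2 (20, 18 and 8 when adjusted over the list alone). Hmgcs1, an enzyme of the mevalonate pathway, fell by 1.89, the lactate dehydrogenase gene Ldha by 1.87 and the desaturase gene Scd1 by 1.73. With an estimated correlation, these list tests had adjusted p = 0.0626 for cholesterol, adjusted p = 0.0791 for glycolysis and adjusted p = 0.0846 for lipid synthesis. In TOM cells, 8 genes of glycolysis and hypoxia were higher and 1 was lower (10 and 1 over the list alone), 4 of lipid synthesis were higher (6 higher and 1 lower), and 2 of the cholesterol list were lower (2 over the list alone). The higher lipid synthesis genes there numbered 1 after TPM rescaling and 2 after median-ratio scaling or quantile normalization. The glycolysis and lipid synthesis tests in TOM cells each had adjusted p = 0.112 with an estimated correlation. Dgat2, an enzyme of triglyceride synthesis, rose by 2.58 and Ldha by 1.09 in TOM cells.
Transcription factors of the first wave of adipogenesis were higher in TOM cells for 8 of 19 genes (10 over the list alone; adjusted p = 0.0865 with an estimated correlation), among them Klf5 at 2.96 and Nfil3 at 2.40. In Ddx6-KO cells, 3 of them were higher and 2 lower (4 and 2 over the list alone), and after TPM rescaling 1 was higher and 4 were lower. Of 9 measured second-wave factors, 4 rose in TOM cells (5 over the list alone; adjusted p = 0.19 with an estimated correlation), among them Rxra at 1.90 and Srebf1 at 1.22, and 1 rose in Ddx6-KO cells (1 over the list alone). Of 21 genes induced by glucocorticoid or cAMP, 2 arms of the cocktail, 11 were higher and 1 lower in TOM cells (15 and 2 over the list alone), and 10 were higher and 3 lower in Ddx6-KO cells (11 and 3). Tsc22d3, a glucocorticoid-induced leucine zipper gene, rose by 2.14 in TOM and by 4.86 in Ddx6-KO cells. This list had adjusted p = 0.0865 in TOM and adjusted p = 0.243 in Ddx6-KO cells with an estimated correlation. Contractile genes fell in TOM cells for 7 of 18 genes (9 lower and 1 higher over the list alone), with Acta2, smooth muscle actin, at −3.95, and in Ddx6-KO cells 4 were lower and 2 higher (5 and 2). After TPM rescaling, 8 contractile genes were lower in TOM cells, and 9 were lower and 1 higher in Ddx6-KO cells. With an estimated correlation, the contractile tests had adjusted p = 0.0865 in TOM and adjusted p = 0.408 in Ddx6-KO cells.
Single libraries moved several of these counts by over 1.5 times. Without Ddx6-KO day 0 library 1, the lower genes in Ddx6-KO cells numbered 13 for interferon, 10 for cholesterol, 8 for glycolysis and 3 for lipid synthesis, and without library 2 of that group they numbered 10 for cholesterol, 11 for glycolysis and 2 for lipid synthesis. Without Ddx6-KO day 2 library 1, 4 lipid synthesis genes were lower. In TOM cells, the higher glycolysis genes numbered 4 without TOM day 0 library 2 or TOM day 2 library 2, and 5 without TOM day 2 library 1 or either Ddx6-KO day 0 library. The higher lipid synthesis genes there numbered 1 without either TOM day 0 library or TOM day 2 library 1, and 2 without TOM day 2 library 2 or either Ddx6-KO day 0 library. The higher second-wave genes numbered 2 without any single one of the TOM libraries or of the Ddx6-KO day 0 libraries. Without any single Ddx6-KO library, or with TPM or median-ratio scaling, no adipocyte marker was higher in Ddx6-KO cells, and no second-wave factor was higher there without any single TOM library or Ddx6-KO day 2 library. Without either Ddx6-KO day 0 library, 1 first-wave factor was higher and none lower in Ddx6-KO cells, and the contractile counts there were 1 higher and 2 lower without any single TOM day 2 or Ddx6-KO library.

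**Figure D1:**
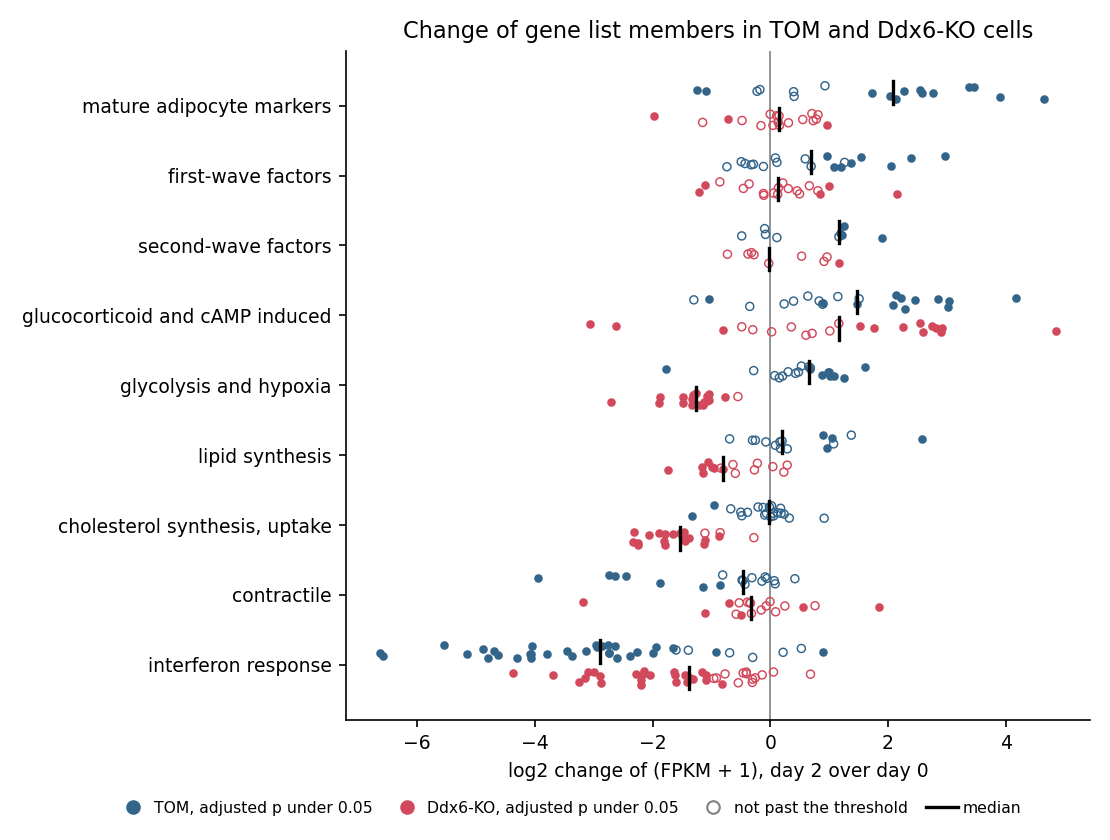
Change of the members of 9 gene lists, as the log2 change of (FPKM + 1) at day 2 over day 0 (x axis), in TOM cells (blue) and Ddx6-KO cells (red). Each point is a gene, filled at an adjusted p under 0.05, and black bars mark medians, which for interferon response genes are −2.90 in TOM and −1.39 in Ddx6-KO cells.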

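Whether a change differed between the cell lines was tested directly, as the change in the libraries labelled Ddx6-KO minus that in TOM. Of 19 genes of glycolysis and hypoxia, 16 changed toward lower values in Ddx6-KO than in TOM cells (18 lower and 1 higher when adjusted over the list alone), as did 11 of 21 genes of cholesterol synthesis and uptake (18 over the list alone) and 5 of 15 of lipid synthesis (9 over the list alone). Ldha had a difference of −2.96 (standard error 0.19, adjusted p = 0.00067 from limma), Hmgcs1 of −2.07 and Scd1 of −2.63. These 3 lists held with an estimated correlation, each at adjusted p = 0.0394. Of the adipocyte markers, 9 had a lower and 1 a higher change in Ddx6-KO cells (10 and 1 over the list alone), with Fabp4 at −6.63 and the acyl-CoA synthetase gene Acsl1 at −3.95, and the higher one was Lpl. Of the interferon response genes, 14 had a higher change in Ddx6-KO cells and 1 a lower one (25 and 1 over the list alone), with Mx1, an antiviral GTPase, at 4.66. Both of these lists had adjusted p = 0.121 with an estimated correlation. Not all of the lists started level. Ddx6-KO over TOM medians at day 0 were 1.25 for cholesterol, 0.77 for lipid synthesis, −0.05 for adipocyte and −1.60 for interferon genes. At day 2, they were −0.08, −0.29, −2.18 and −0.12 in that order. Of the glycolysis genes, 15 were higher and 1 lower at day 0, and 10 were lower at day 2. A difference of changes does not say which day it comes from. Over all genes, 320 had a higher and 343 a lower change in Ddx6-KO cells, and the split was 193 and 366 after TPM rescaling.
Every one of the counts of differing changes moved by over 1.5 times with at least 1 library left out. The total of 663 genes was 371 and 391 without TOM day 0 libraries 1 and 2, 272 and 259 without TOM day 2 libraries 1 and 2, 183 and 188 without Ddx6-KO day 0 libraries 1 and 2, and 412 without Ddx6-KO day 2 library 1. For glycolysis, the count was 9 without either TOM day 2 library, and 8 and 9 without Ddx6-KO day 0 libraries 1 and 2. For cholesterol genes, it was 5 and 6 without TOM day 0 libraries 1 and 2, 3 without either TOM day 2 library, 2 without either Ddx6-KO day 0 library and 5 without Ddx6-KO day 2 library 1. For lipid synthesis, it was 3 and 2 without TOM day 2 libraries 1 and 2, and 2 without either Ddx6-KO day 0 library. For adipocyte markers, it was 5 without TOM day 0 library 1 or Ddx6-KO day 2 library 2, 4 without TOM day 0 library 2, either TOM day 2 library or Ddx6-KO day 0 library 1, and 3 without Ddx6-KO day 0 library 2, and the higher call of Lpl was lost in every case. For interferon response genes, it was 6 without either TOM day 0 library, 7 and 8 without TOM day 2 libraries 1 and 2, and 8 and 4 without Ddx6-KO day 0 libraries 1 and 2.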

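Apod, a lipid-binding lipocalin, and Ogn, a proteoglycan of the extracellular matrix, both fell in TOM cells and rose in Ddx6-KO cells. Apod fell by 4.55 in TOM cells (standard error 0.16, adjusted p = 5.7e-05 from limma) and rose by 5.34 in the libraries labelled Ddx6-KO (adjusted p = 2.4e-05). Ogn fell by 4.49 in TOM cells and rose by 3.79 in Ddx6-KO cells, and the changes differed by 9.89 for Apod and by 8.28 for Ogn (adjusted p = 5e-06 for each). Ccl2, a chemokine gene, fell in both, by 2.65 in TOM and by 5.25 in Ddx6-KO cells. Serpina3n, a secreted protease inhibitor gene, rose in both, by 5.78 in TOM and by 4.35 in Ddx6-KO cells. Serpinb2, a plasminogen activator inhibitor gene, fell by 5.22 in Ddx6-KO cells and had a change of −0.32 in TOM cells (adjusted p = 0.64).
In TOM cells, 592 genes were lower and 538 higher at day 2 at an adjusted p under 0.05 from limma, and in Ddx6-KO cells 925 were lower and 759 higher. Of the 592 genes lowered in TOM cells, 229 were also lower in Ddx6-KO cells, 32 were higher and 331 did not pass the test, against 34.6 shared lower genes for independent lists. Their median change was −1.40 in TOM and −0.60 in Ddx6-KO cells. Among 10000 random gene lists matched on mean expression, the Ddx6-KO median was 0.0169, with 95% of lists between −0.0373 and 0.0683 (permutation p = 0.0001, the smallest these lists can give). These lists treat genes as independent and permute no library. This p-value therefore leaves out correlation between genes and does not measure the spread between libraries. By the test of the difference, the fall was smaller in Ddx6-KO cells for 168 of the 592 genes and larger for 9. Of the 168, 102 were already lower in Ddx6-KO than in TOM cells at day 0 and 5 were higher. The difference of changes holds the day 0 difference with its sign reversed, from the same libraries. Picking genes on it therefore favours those lower in Ddx6-KO cells at day 0, and this split is not independent of the picking. Without TOM day 0 libraries 1 and 2, the fall was smaller in Ddx6-KO cells for 70 of 319 and 82 of 355 lowered genes, and without TOM day 2 libraries 1 and 2 for 64 of 300 and 68 of 337. It was smaller for 49 of 410 and 46 of 409 genes without Ddx6-KO day 0 libraries 1 and 2, and for 105 of 580 without Ddx6-KO day 2 library 1. Already lower at day 0 were 39, 48, 43, 46, 30, 24 and 65 of these in that order, and 67 of 118 after TPM rescaling. The 229 shared lower genes numbered 139 and 150 without TOM day 0 libraries 1 and 2, 139 without TOM day 2 library 1, 74 and 95 without Ddx6-KO day 0 libraries 1 and 2, and 417 after TPM rescaling. Genes picked for a fall in TOM cells tend to be high in TOM cells at day 0 by chance, and 50 simulations without a difference between the lines gave a mean of 1180 lowered genes, of which 0.1 had a smaller fall, and a median day 0 difference of −0.08 where −0.45 was observed. The simulations took the observed TOM means as true for both lines, so a fall by chance in the real libraries counted as real. They also gave more lowered genes than the 592 observed. They therefore cannot size the part of such picking in the 168 genes or in −0.45.
At the study's thresholds, a ratio of mean FPKM of at most 0.5 and an unadjusted p under 0.05 from limma, 973 genes were lower in TOM cells. Of the 15811 tested genes, 11341 were within 2-fold in Ddx6-KO cells, and 523 met both conditions. With a minimum of 5 FPKM, the 973 and 523 genes at the study's thresholds became 635 and 336. By the ratio alone, 2231 genes were lower in TOM cells and 1109 of them were within 2-fold in Ddx6-KO cells. The 1130 genes changed in TOM cells numbered 634 without TOM day 0 library 1, 513 and 579 without TOM day 2 libraries 1 and 2, and 740 and 738 without Ddx6-KO day 0 libraries 1 and 2. The 1684 changed in Ddx6-KO cells numbered 429 and 466 without Ddx6-KO day 0 libraries 1 and 2, and 839 without Ddx6-KO day 2 library 1. TPM rescaling moved the median change of all genes from 0.03 to −0.14 in TOM and from 0.09 to −0.27 in Ddx6-KO cells, with 315 higher and 793 lower genes in TOM and 372 and 2112 in Ddx6-KO cells. The Ddx6-KO split was 547 higher and 1027 lower after median-ratio scaling.

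**Figure D2:**
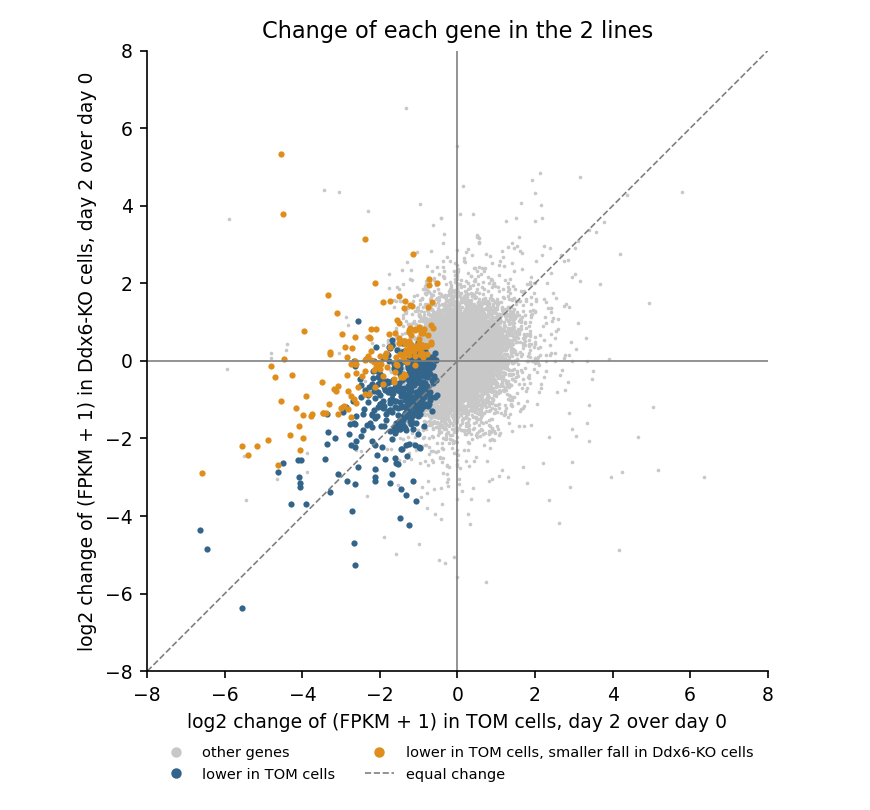
Log2 change of (FPKM + 1) at day 2 over day 0 of the 15811 tested genes in TOM cells (x axis) and in Ddx6-KO cells (y axis), one point per gene. Genes lowered in TOM cells are blue, or orange where the fall was smaller in Ddx6-KO cells (168 genes), grey points are other genes and the dashed line marks equal change.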

The results showed that the levels of 19 genes were reduced by twofold and that the levels of 46,005 genes were unchanged in 3T3L1 Ddx6-KO cells. These results were evaluated using a Venn diagram, and 12 genes were identified as consistently downregulated genes (Fig. 5C). 

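Of the 12 genes of Fig. 5B, 11 were lower at day 2 than at day 0 in TOM cells at an adjusted p under 0.05 from limma (12 when adjusted over the list alone). In the libraries labelled Ddx6-KO, 5 of them were lower (8 over the list alone). The study chose these genes on these samples, so neither count is independent evidence of a direction. The estimated change was less negative in Ddx6-KO than in TOM cells for 10 of the 12, and this difference passed for Bst2, Tpm1, Thbs2, Lpl and Lamp1 (9 genes over the list alone). Tpm1 encodes a tropomyosin of actin filaments and fell by 2.45 in TOM cells (standard error 0.14, adjusted p = 0.00016), with a change of −0.39 in Ddx6-KO cells (adjusted p = 0.124, and 0.0149 after TPM rescaling, in a range of 0.0149 to 0.425) and a difference of 2.06 (standard error 0.19, adjusted p = 0.0021).
Lpl encodes lipoprotein lipase, which frees fatty acids from circulating lipid. It fell by 1.08 in TOM cells (standard error 0.16, adjusted p = 0.0069) and had a change of 0.13 in Ddx6-KO cells (adjusted p = 0.648), where it was already at 9.94 and 12.9 FPKM at day 0, against 195.4 and 172.6 in TOM cells. Its difference of 1.22 (adjusted p = 0.028) did not pass under 15 of 23 alternatives, each single library left out among them, and its adjusted p ran from 0.0144 to 0.176. The Ddx6-KO change of Lpl was −0.28 after TPM rescaling and −0.037 without Ddx6-KO day 0 library 1, and its TOM fall did not pass without TOM day 2 library 1 (adjusted p = 0.062, in a range of 0.00284 to 0.062). H2-D1, a class I histocompatibility gene, fell in both, by 1.66 in TOM and by 0.82 in Ddx6-KO cells, and the difference of 0.84 did not pass (adjusted p = 0.067). That difference passed with the stricter filter (adjusted p = 0.0451), after quantile normalization (0.0441) and without small RNAs, predicted genes and pseudogenes (0.0377), in a range of 0.0377 to 0.387. The Ddx6-KO fall of H2-D1 was not called without Ddx6-KO day 0 library 1 (adjusted p = 0.0788), library 2 (0.103) or Ddx6-KO day 2 library 1 (0.0574), in a range of 0.00233 to 0.205.
S100a6, a calcium-binding protein gene, fell by 1.15 in TOM cells and had a change of −0.53 in Ddx6-KO cells (adjusted p = 0.0875). Its TOM fall was not called without TOM day 2 library 1 (adjusted p = 0.0581) or library 2 (adjusted p = 0.0532), in a range of 0.00146 to 0.0863 over the alternatives, and its Ddx6-KO change was called under 4 of 24 alternatives, TPM rescaling among them (adjusted p = 0.017, in a range of 0.017 to 0.462). Cd63-ps is a processed pseudogene, on chromosome 18 of GRCm38 from 50134726 to 50135600, whose parent Cd63 had a change of −0.63 in TOM cells (adjusted p = 0.097) and of −1.23 in Ddx6-KO cells (adjusted p = 0.0073). Cd63-ps fell by 0.73 in TOM cells (adjusted p = 0.0223) and by 1.11 in Ddx6-KO cells (adjusted p = 0.0037). Protein-coding genes of chromosome 18 had a median of 0.94 in Ddx6-KO over TOM cells at day 0. Cd63-ps ran the other way at day 0, with a log2 difference of −0.46 (adjusted p = 0.084 from limma). Reads of the pseudogene and of its parent Cd63 were not told apart here, so this value may not speak for the chromosome 18 locus. The TOM fall of Cd63-ps was not called under 9 of 23 alternatives, among them those without TOM day 0 library 2 (adjusted p = 0.0801), TOM day 2 library 1 (0.0808) or library 2 (0.139), or either Ddx6-KO day 0 library (0.0552), in a range of 0.0136 to 0.139, and its Ddx6-KO fall was not called without Ddx6-KO day 0 library 1 (adjusted p = 0.0504, in a range of 0.00143 to 0.114).
At day 0, 8 of the 12 genes were lower in Ddx6-KO than in TOM cells (9 lower and 1 higher over the list alone). With an estimated correlation, the list had adjusted p = 0.0489 for TOM cells, adjusted p = 0.0869 for Ddx6-KO cells, adjusted p = 0.0709 for the difference and adjusted p = 0.0708 for day 0. The choice of the 12 genes on these samples bears on each of these list tests as well. The genes lower in Ddx6-KO cells numbered 1 and 2 without Ddx6-KO day 0 libraries 1 and 2, 3 without either Ddx6-KO day 2 library and 8 after TPM rescaling. Those lower at day 0 numbered 5 and 4 without the same Ddx6-KO day 0 libraries, and the difference passed for 4 genes without TOM day 0 library 2 and for 3 without any other single library.

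**Figure D3:**
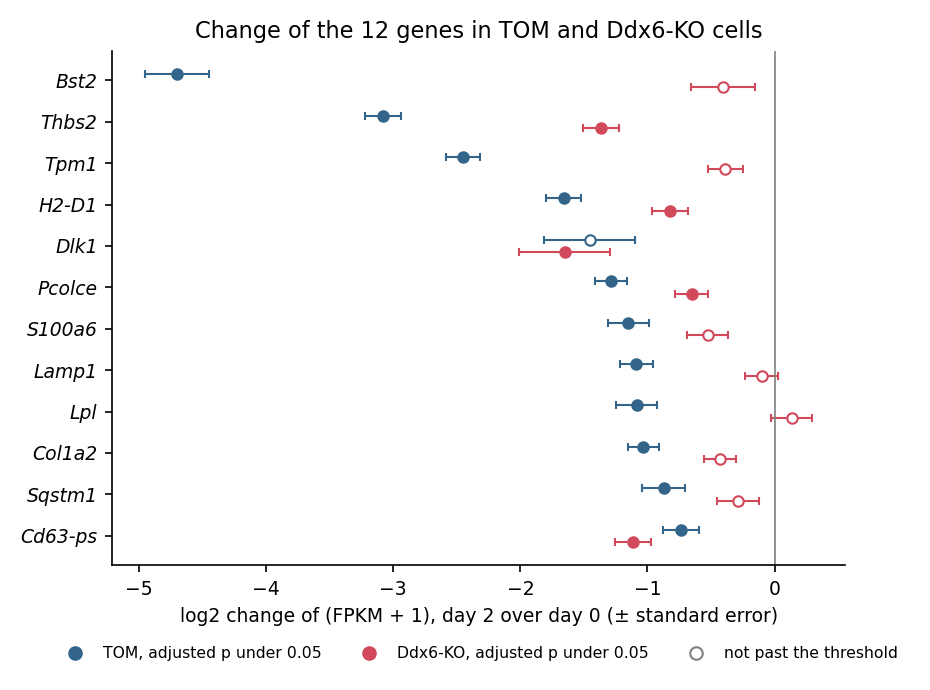
Log2 change of (FPKM + 1) at day 2 over day 0 (x axis) of the 12 genes (y axis) in TOM cells (blue) and Ddx6-KO cells (red), with the standard error as bars. Filled points passed an adjusted p under 0.05, 11 in TOM and 5 in Ddx6-KO cells.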

The STRING database (https://string-db.org) was used to analyze the relationships among the 12 corresponding proteins. Two groups included Sqstm1 and Bst2 centered on Lamp1, and thrombospondin 2 (Thbs2), Pcolce, and Col1a2 were related to each other (Fig. 5D). 

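Bst2, an interferon-induced membrane protein that tethers virions, fell by 4.70 in TOM cells (standard error 0.25, adjusted p = 0.00014 from limma). In the libraries labelled Ddx6-KO, it had a change of −0.41 (adjusted p = 0.358), and the difference of 4.29 passed (standard error 0.35, adjusted p = 0.0014). Its FPKM was 422.9 and 297.2 in TOM cells at day 0 and 71.9 and 49.3 in Ddx6-KO cells at day 0, a log2 difference of −2.55. Lamp1, a glycoprotein of the lysosomal membrane, fell by 1.09 in TOM cells (standard error 0.13, adjusted p = 0.0032) and had a change of −0.10 in Ddx6-KO cells (adjusted p = 0.682), with a difference of 0.99 (adjusted p = 0.031). That difference was not called under 14 of 23 alternatives, among them TPM rescaling (adjusted p = 0.166), median-ratio scaling (0.0925) and each single library left out other than TOM day 0 library 2, in a range of 0.0128 to 0.319. Sqstm1, the autophagy receptor p62, fell by 0.87 in TOM cells (standard error 0.17, adjusted p = 0.0223) and had a change of −0.29 in Ddx6-KO cells (adjusted p = 0.33), and the difference of 0.58 did not pass (adjusted p = 0.248). The TOM fall of Sqstm1 was not called under 10 of 24 alternatives, among them those without TOM day 0 library 1 (adjusted p = 0.0904) or library 2 (0.0819), TOM day 2 library 2 (0.131) or either Ddx6-KO day 0 library (0.0625), in a range of 0.00928 to 0.131. On GRCm38, Bst2 lies on chromosome 8 from 71534255 to 71537456, Lamp1 on chromosome 8 from 13159161 to 13175338 and Sqstm1 on chromosome 11 from 50199366 to 50210827.
Among 33 genes of lysosomes and autophagy, 10 were lower and 1 higher in TOM cells (16 and 2 when adjusted over the list alone; adjusted p = 0.215 with an estimated correlation). The protease genes Ctsk and Ctsa fell by 2.64 and 1.55, while the autophagy gene Atg12 rose by 1.94. In Ddx6-KO cells, 3 were lower and 1 higher (3 and 3 over the list alone), and after TPM rescaling 7 were lower and 1 higher. The difference passed for 6 genes with a higher change in Ddx6-KO cells (10 higher and 2 lower over the list alone, and adjusted p = 0.446 with an estimated correlation). It passed for 2 such genes after TPM rescaling or median-ratio scaling. Among the 6 was Hexa, a lysosomal hexosaminidase, at 1.97, which was not called without Ddx6-KO day 0 library 2. The 10 lower genes in TOM cells numbered 5 without TOM day 0 library 1, and the 3 in Ddx6-KO cells numbered 1 without Ddx6-KO day 0 library 1. The 6 genes with a higher change numbered 2 without TOM day 0 library 1, 2 and 3 without TOM day 2 libraries 1 and 2, 1 and 0 without Ddx6-KO day 0 libraries 1 and 2, and 1 and 2 without Ddx6-KO day 2 libraries 1 and 2.
Thbs2, a matricellular thrombospondin on chromosome 17 from 14665500 to 14694235, fell in both, by 3.08 in TOM cells (standard error 0.14, adjusted p = 0.00011) and by 1.36 in Ddx6-KO cells (standard error 0.14, adjusted p = 0.0015), and the difference of 1.72 passed (adjusted p = 0.0052). Pcolce, an enhancer of procollagen processing on chromosome 5 from 137605103 to 137613784, fell by 1.28 in TOM and by 0.65 in Ddx6-KO cells, with a difference of 0.63 (adjusted p = 0.114, in a range of 0.0423 to 0.499, called after quantile normalization). The Ddx6-KO fall of Pcolce was not called without a variance trend (adjusted p = 0.0695) or without any single Ddx6-KO library, with adjusted p = 0.138 and 0.105 for the day 0 libraries 1 and 2 and 0.0895 and 0.0586 for the day 2 libraries, in a range of 0.0059 to 0.24. Col1a2, a chain of type I collagen on chromosome 6 from 4504814 to 4541544, fell by 1.03 in TOM cells (adjusted p = 0.003) and had a change of −0.43 in Ddx6-KO cells (adjusted p = 0.0701), with a difference of 0.60 (adjusted p = 0.117). The Ddx6-KO change of Col1a2 was called under 8 of 24 alternatives, among them TPM rescaling (adjusted p = 0.0158) and those without TOM day 0 library 1 (0.0482) or library 2 (0.0465), in a range of 0.0158 to 0.38. Of 37 genes of the extracellular matrix, 14 were lower and 7 higher in TOM cells (17 and 8 over the list alone), and 17 were lower and 8 higher in Ddx6-KO cells (19 and 10), with Thbs1 down by 3.42 and 2.53 and Vcan up by 3.16 in TOM cells. With an estimated correlation, this list had adjusted p = 0.0865 in TOM and adjusted p = 0.107 in Ddx6-KO cells. The Ddx6-KO counts were 11 lower and 5 higher without Ddx6-KO day 0 library 1, and 5 were higher without library 2 of that group or after TPM rescaling. The difference passed for 12 genes of the list, 5 with a higher and 7 with a lower change in Ddx6-KO cells (10 and 9 over the list alone).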

Thbs2 has been reported to have weak suppressive activity on adipogenesis^28^, and the expression of Col1a2 and Pcolce, two other extracellular matrix proteins, decreases as a result of adipogenesis progression^29^, suggesting that these molecules are not crucial negative regulators. Another gene set related to autophagy has a link to RNA metabolism^30^. However, these proteins are less characterized than Dlk1 in the context of adipogenesis^31^. Therefore, subsequent experiments were focused on Dlk1 (Pref1), a negative regulator of adipogenesis.

**Fig. 5:**
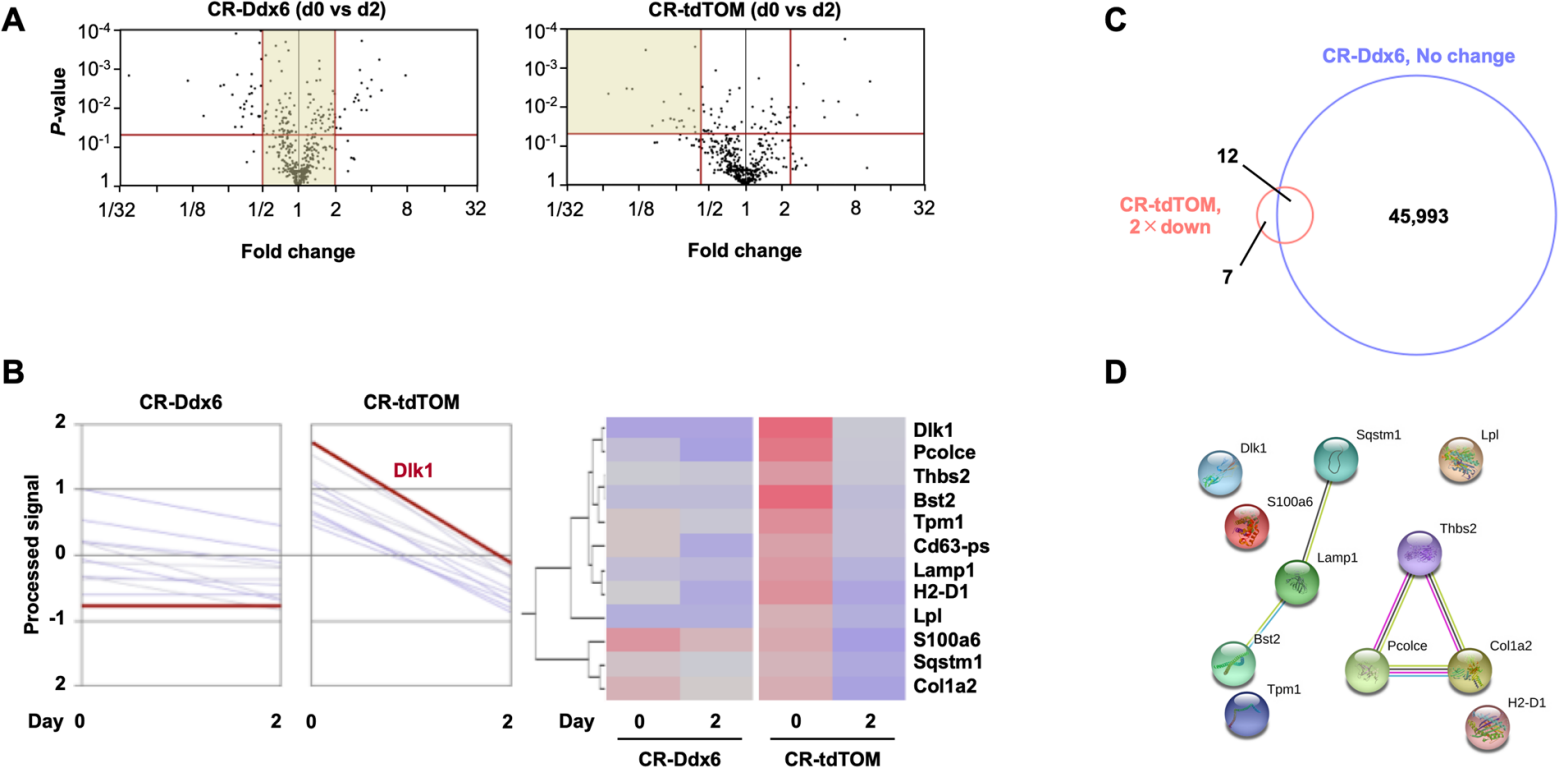
Expression profiling of mRNA changes during the early phase of adipogenic differentiation. **A** Volcano plots at the early phase of adipogenesis in TOM-transfected and 3T3L1 Ddx6-KD preadipocytes. **B** Heatmap of 12 selected genes whose expression was reduced twofold in 3T3L1 TOM cells but not in 3T3L1 Ddx6-KD cells. **C** Venn diagram showing the number of mRNAs relevant to each segment. **D** Protein–protein interaction network of 12 intersecting genes predicted by STRING analysis.

### Dlk1 KO in 3T3L1 Ddx6-KO cells does not rescue adipogenesis

The expression of the gene Dlk1 is significantly reduced by Ddx6-mediated RNA decay, and Dlk1 has been characterized as a negative regulator of adipogenesis^32^. 3T3L1 Ddx6-KO cells maintained Dlk1 expression during adipogenic induction (Fig. 5B). 

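Dlk1, a transmembrane protein also named Pref1 that holds cells in the preadipocyte state, was lower in both day 2 libraries than in both day 0 libraries of each cell line. Its FPKM was 357.8 and 616.3 in TOM cells at day 0 and 167.0 and 174.7 at day 2. In the libraries labelled Ddx6-KO, it was 70.3 and 57.0 at day 0 and 27.9 and 13.5 at day 2. The change of Dlk1 was −1.45 in TOM cells (standard error 0.36, adjusted p = 0.057 from limma), and Dlk1 fell by 1.65 in Ddx6-KO cells (standard error 0.36, adjusted p = 0.029). The change in Ddx6-KO minus that in TOM cells was −0.20 (95% interval −1.38 to 0.99, adjusted p = 0.886). Dlk1 was lower in Ddx6-KO than in TOM cells by a log2 difference of −2.87 at day 0 (standard error 0.36, adjusted p = 0.0038) and of −3.07 at day 2 (adjusted p = 0.0022).
The 95% interval of the change of Dlk1 was −2.29 to −0.62 in TOM and −2.49 to −0.81 in Ddx6-KO cells, and an unchanged level in Ddx6-KO cells lies outside the latter. The ratio of mean FPKM at day 2 to day 0 was 0.351 in TOM and 0.325 in Ddx6-KO cells, and at day 0 the ratio of Ddx6-KO to TOM cells was 0.131. Dlk1 lies on chromosome 12 of GRCm38 from 109452823 to 109463336, in an imprinted region. Of 4 measured genes of the Dlk1-Dio3 region, Dlk1 alone passed in Ddx6-KO cells and none passed in TOM cells (1 higher and 1 lower, and 1 lower, when adjusted over the list alone). The Ddx6-KO fall of Dlk1 was not called under 11 of 24 alternatives, among them those without TOM day 2 library 1 (adjusted p = 0.0556) or library 2 (0.0558), Ddx6-KO day 0 library 1 (0.183) or library 2 (0.127), or Ddx6-KO day 2 library 2 (0.0956), in a range of 0.00941 to 0.251. The TOM change of Dlk1 passed under 10 of 24 alternatives, among them those without either Ddx6-KO day 2 library (adjusted p = 0.0329) and TPM rescaling (0.0351), median-ratio scaling (0.0374) or quantile normalization (0.032), in a range of 0.0271 to 0.243. The difference in its change was 0.19 without TOM day 0 library 1 and 0.30 without Ddx6-KO day 2 library 2, and its day 0 difference was not called without Ddx6-KO day 0 library 2 (adjusted p = 0.0542, in a range of 0.00104 to 0.149).
The paper starts from the hypothesis that loss of mRNAs expressed before induction is needed for adipogenesis, and looks for mRNAs that fall in mock cells and stay in Ddx6-KO cells. It proposes that Thbs2, Col1a2 and Pcolce are not the negative regulators that matter. It reasons that the autophagy-related genes are less characterised in adipogenesis than Dlk1, and therefore follows Dlk1. It states that Dlk1 is reduced by RNA decay that depends on Ddx6 and that Ddx6-KO cells keep its expression during induction.

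**Figure D4:**
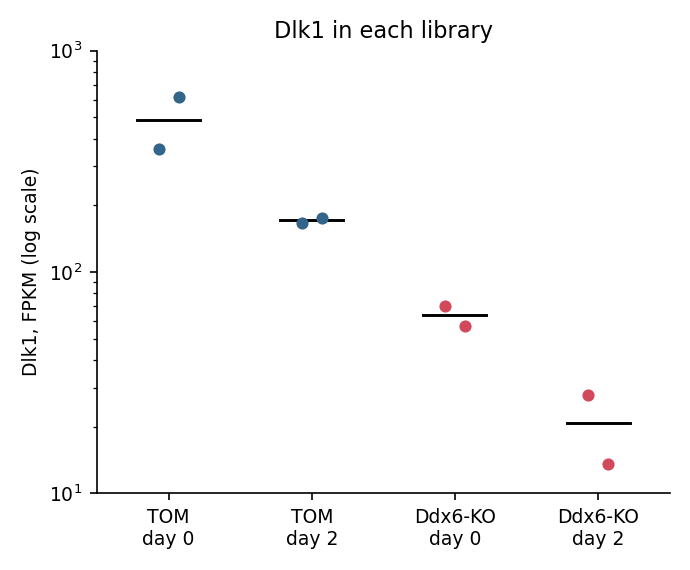
Dlk1 in FPKM on a log scale (y axis) in the TOM (blue) and Ddx6-KO (red) libraries of day 0 and day 2 (x axis), with one point per library and the group mean as a line. Levels fell from 357.8 and 616.3 to 167.0 and 174.7 in TOM and from 70.3 and 57.0 to 27.9 and 13.5 in Ddx6-KO libraries.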

Dlk1 was knocked out by lentiviral transfection of clustered regularly interspaced short palindromic repeats (CRISPR)-Cas9 and gRNA in 3T3L1 Ddx6-KO cells; the resulting cells were designated 3T3L1 Ddx6/Dlk1-double KO (dKO) cells (Fig. 6A, B). dKO was used to determine whether persistent Dlk1 expression is a major cause of the antiadipogenic effects in 3T3L1 Ddx6-KO cells. 3T3L1 Ddx6-KO cells and 3T3L1 mock transfectants were genetically modified with lentiviruses carrying gRNA for Dlk1 KO or scrambled gRNA; the corresponding cells were designated 3T3L1 Ddx6/Dlk1-dKO, 3T3L1 Ddx6-KO/Scramble, 3T3L1 TOM/Dlk1 KO, and 3T3L1 TOM/Scramble cells. All genetically modified cells were subjected to adipogenic induction. In 3T3L1 Ddx6/Dlk1-dKO cells, lipid-laden cells were macroscopically rare; these observations were verified by oil red O staining and quantification. A similar pattern was observed in 3T3L1 Ddx6-KO cells (Fig. 6C, D), suggesting that the inhibitory effect of Ddx6 KO on adipogenesis is attributable to the persistence of an array of transcripts in parental cells, not only Dlk1 transcripts. In contrast, 3T3L1 TOM/Dlk1 KO and 3T3L1 TOM/Scramble cells had numerous lipid-laden adipocytes, and the kinetics were similar to those in native 3T3L1 cells; these data confirm that the transfection procedures did not influence the adipogenicity of 3T3L1 cells. In 3T3L1 Ddx6/Dlk1-dKO, 3T3L1 Ddx6-KO/Scramble, and 3T3L1 Ddx6-KO cells, major regulators of adipogenesis, including C/EBPβ, C/EBPδ, and PPARγ, were initially expressed during adipogenic induction, whereas in 3T3L1 TOM cells, the levels of these genes increased during adipogenic induction in a pattern similar to that observed in native 3T3L1 cells (Fig. 6E). Another major regulator, C/EBPα, demonstrated greater increases in 3T3L1 Ddx6/Dlk1-dKO, 3T3L1 Ddx6-KO/Scramble, and 3T3L1 Ddx6-KO cells than in 3T3L1 TOM cells in the late phase of adipogenesis. The inability of Ddx6-defective cells to proceed to adipogenic differentiation despite enhanced C/EBPα levels indicated that the Ddx6-dependent RNA decay machinery is indispensable for adipogenesis.

**Fig. 6:**
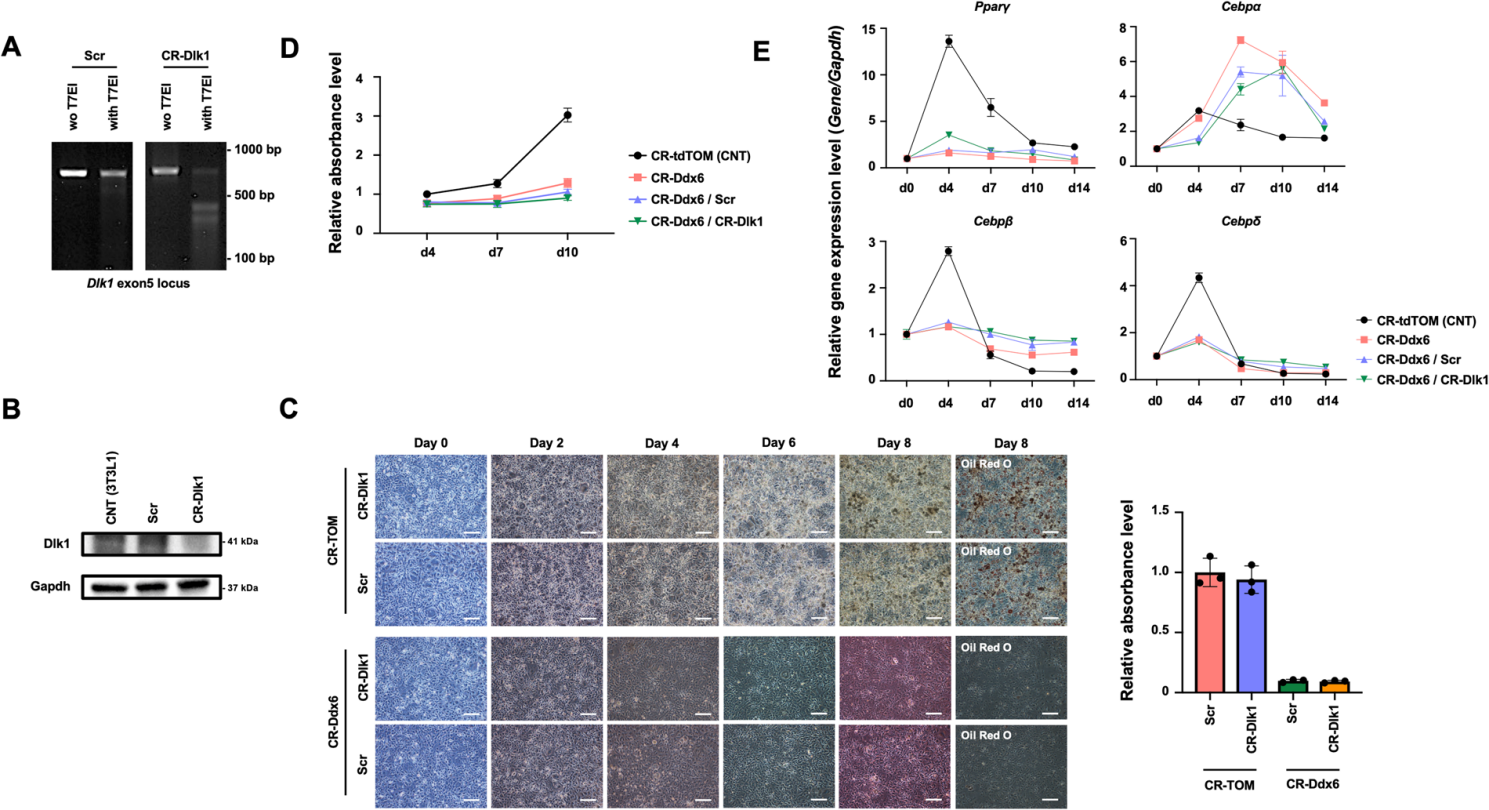
Adipogenic differentiation of 3T3L1 Dlk1-KO preadipocytes. **A** T7EI mismatch detection assay for assessment of the efficiency of the CRISPR-Cas9 system. **B** Western blot verification of Dlk1 KO by the CRISPR-Cas9 system. **C** Phase-contrast microscopy images during adipogenesis and the relative absorbance of oil red O on day 8. The scale bar is 100 μm. The error bars indicate the SDs (*n* = 3). **D** Relative absorbance of oil red O on each day. The error bars indicate the SDs (*n* = 3). **E** RT-qPCR analysis of the expression of each gene during adipogenesis. Individual RNA expression levels were normalized to Gapdh expression levels. The error bars indicate the SDs (*n* = 3).

## Discussion

The results of this study indicate that clearance of the transcripts shaping the phenotype of preadipocytes is indispensable for adipogenesis, the transformation of preadipocytes to lipid-laden adipocytes. The molecular machinery used to erase mRNAs of the parental cells includes DDX6 and 4E-T; these molecules work together in the PBs, which are membraneless organelles. A model of adipogenic differentiation with consideration of RNA metabolism is presented in Fig. 7. Inhibition of RNA decay may overload the translational machinery by preserving old transcripts for the precursors, thus preventing efficient translation of the nascent transcripts for adipocytes. On the other hand, complete RNA decay releases the translational machinery, which leads to translation of nascent transcripts and consequentially to maturation of adipocytes. Consistent with the findings of our previous study that reprogramming to pluripotency requires RNA decay^8^, the results of this study suggest that cellular transition can actively remove the transcriptome of the parental phenotype via RNA decay to generate a new transcriptome of the transformed phenotype.

**Fig. 7:**
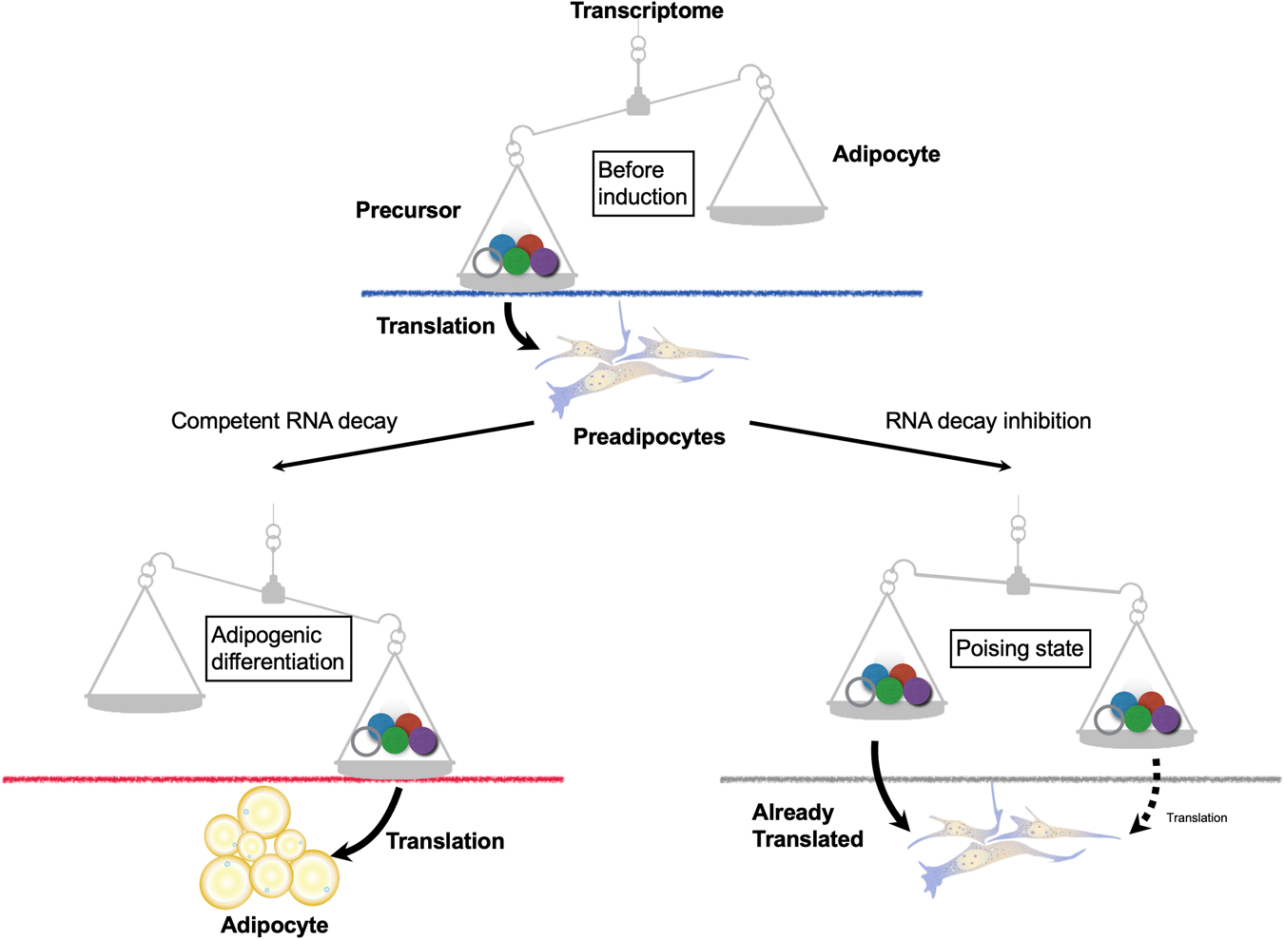
Model of adipogenic differentiation relevant to RNA metabolism.

Transcriptional regulation by transcription factors and epigenetic modifiers has been investigated in detail in the context of adipogenesis; however, posttranscriptional mechanisms, such as RNA metabolism, require additional study. A comprehensive analysis of the transcriptional and epigenomic changes during adipogenesis of mesenchymal stem cells has demonstrated significant remodeling of the chromatin landscape and de novo activation of enhancers^33^. Comprehensive analyses have also revealed that cells differentiating into adipocytes eliminate the stem cell-related transcriptome and activate a phenotypic transcriptome. Murine embryonic stem cells deficient in SMG6, which is a key regulator of nonsense-mediated mRNA decay, are unable to differentiate into all three germ layers^34^. Conversely, maintenance of stemness in epidermal progenitor cells requires that mRNAs that promote differentiation programs, such as KLF4, are targeted for degradation by Ddx6-related machinery via GC-rich regions in their 5′-untranslated regions^35^. Although there are a limited number of reports that RNA decay plays a crucial role in posttranscriptional regulation to maintain homeostasis in a context-dependent manner, this study is the first to demonstrate that RNA decay impacts adipogenesis.

Adipocytes play an essential role in the efficient storage of energy in the form of triglycerides. However, accumulation of lipid intermediates in hepatocytes leads to cellular dysfunction and insulin resistance, which is known as lipotoxicity, resulting in nonalcoholic fatty liver disease. This disease can develop into more serious conditions, including nonalcoholic steatohepatitis; a similar process in cardiomyocytes may result in heart failure due to apoptotic cell death^36^. Upon overnutrition, adipocytes can adapt via hyperplasia, an increase in the number of adipocytes, or via hypertrophy, an increase in the size of adipocytes. In adults, overnutrition is likely to lead to accumulation of adipose tissue containing hypertrophied adipocytes. In hypertrophied adipose tissues, maladaptation results in hypovascularity due to an insufficient proangiogenic effect of hypoxia-inducible factor 1^37^; thus, the tissue becomes susceptible to damage induced by subsequent increases in the release of proinflammatory and profibrotic factors^38^. This phenomenon is linked to necrosis, immune cell infiltration, and fibrosis^39^. On the other hand, a body of evidence indicates that hyperplastic expansion of adipose tissue in obesity and metabolic syndrome is involved in maintenance of metabolic health in animal models overexpressing adipogenesis-promoting genes^40,41^. Drugs of the thiazolidinedione (TZD) class are potent PPARγ ligands used to treat diabetes mellitus that stimulate adipogenesis to induce the hyperplastic adaptation of adipocytes and improve metabolism^42^. Dysfunction of RNA decay may participate in hypertrophy of adipocytes by suppressing adipogenesis.

Systemic induction of adipogenesis to maintain metabolic health under conditions of overnutrition can involve ectopic adipogenesis in the bone marrow, skeletal muscles, liver, and heart. Hematopoietic tissues are replaced with adipocytes under various conditions, such as obesity, aging, and administration of TZDs^43^. Wnt/β-catenin signaling is indispensable for the differentiation of mesenchymal precursor cells to osteocytes, and loss of the signal results in bone marrow adiposity^44^. During hematopoietic stem cell (HSC) transplantation following total-body irradiation, a PPARγ inhibitor has been found to ameliorate the engraftment of donor HSCs and support hematopoietic reconstruction^45^. In addition, repair of fractured bone is postponed by adipocyte accumulation in the bone marrow, resulting in bone frailty in humans^36^. Adipocyte infiltration in skeletal muscle during injury repair deteriorates function and is linked to sarcopenia in humans; this effect is suppressed by blockade of Hedgehog signaling, which restricts adipogenesis via TIMP3 and supports muscle regeneration^46^. In the heart after myocardial infarction, fibrofatty tissue replacement in scarred regions has been documented^47,48^, and adipocyte deposits can cause lethal arrhythmia^49^. Ectopic accumulation of fat tissue is a potential clinical target for the suppression of adipogenesis that currently does not have any drug treatment options. Modulation of this RNA decay pathway could offer novel pharmacological strategy for the abovementioned disorders.

Arrhythmogenic cardiomyopathy, which was originally referred to as arrhythmogenic right ventricular dysplasia^50^/cardiomyopathy^51^, is a genetic disorder characterized by dilated ventricular remodeling with fibrofatty replacement of the myocardium with classical right ventricular and rare left ventricular or biventricular phenotypes^52^. This cardiac adipose replacement process is attributed to adipogenesis, which forms adipose tissues, and does not involve lipogenesis in cardiomyocytes, which generates intracellular lipid droplets; however, the origins of the adipocytes remain controversial and may include cardiomyocyte transdifferentiation^53^, cardiac progenitor cells^54^, and pluripotent cells^55^. The inducers of this phenomenon include genes encoding the components of desmosomes, such as plakoglobin (also known as γ-catenin), which competes with β-catenin in wnt signaling^56^; cytoskeletal components, such as lamin a/c^57^; and transforming growth factor β^58^. The initial commitment to adipogenic differentiation in arrhythmogenic cardiomyopathy might be different from that in normal adipogenesis, and an inducer, such as endurance exercise, may be required for the development of a clinical phenotype^59^; however, adipocyte maturation during adipogenesis in adipose tissue and in the myocardium in the context of cardiomyopathy may share the molecular machinery^60^. An intervention to suppress adipogenesis in arrhythmogenic cardiomyopathy may be a potential novel treatment for intractable diseases.

This study investigated the involvement of RNA decay during cellular transition; the results indicate that the molecular machinery of RNA decay may be a therapeutic target for ectopic fat deposition. RNA decay includes various mechanisms, such as ARE-mediated, GU-mediated, and CDE-mediated mRNA decay mechanisms that depend on target sequences^61^; thus, additional studies on RNA decay in adipogenesis may lead to the development of a drug that can be used to treat ectopic adipocyte accumulation.

## Materials and methods

### Cell culture and adipocyte differentiation

3T3L1 preadipocytes that were purchased from Japanese Collection of Research Bioresources Cell Bank (#JCRB9014, Japanese Collection of Research Bioresources Cell Bank, Osaka, Japan) at the beginning of this study were cultured in high-glucose Dulbecco’s modified Eagle’s medium (DMEM, #043-30085, Fujifilm Wako Pure Chemical, Osaka, Japan) supplemented with 10% fetal bovine serum (FBS, #16000-044, Life Technologies, Carlsbad, CA, USA) and 1% penicillin/streptomycin (#15070063, Thermo Fisher Scientific Inc., Waltham, MA, USA) and incubated at 37 °C in a humidified 5% CO_2_ incubator. We have verified each several months, all cultured cells are negative for mycoplasma infection. For adipocyte differentiation, the cells were seeded at 2 × 10^5^ per well in six-well cell culture plates (#353046, Corning Inc., Corning, NY, USA) in growth medium (day −1). On the next day (day 0), the cells were maintained in high-glucose DMEM supplemented with 10% FBS, 1% penicillin/streptomycin, and an adipogenic differentiation cocktail containing 1 μM dexamethasone (#D1756, Sigma-Aldrich Corp., Saint Louis, MO, USA), 0.5 mM IBMX (#I5879, Sigma-Aldrich), and 5 μg/ml insulin (#093-06471, Fujifilm Wako). After exposure to the adipogenic differentiation cocktail, the cells were maintained in fresh high-glucose DMEM supplemented with 10% FBS, 1% penicillin/streptomycin, and insulin (5 μg/ml), and the medium was changed every other day.

hMSCs that researchers can use without permission and deliberation by ethical committee were obtained from Lonza (#PT-2501, Lonza, Walkersville, MD, USA). The hMSCs were cultured in MSCBM basal medium supplemented with the components of an MSCGM SingleQuots Supplement Kit (#PT-3001, Lonza, Walkersville, MD, USA) and incubated at 37 °C in a humidified 5% CO2 incubator. For adipocyte differentiation, the cells were seeded at 2 × 10^5^ per well in six-well cell culture plates (Corning Inc.) in growth medium. The next day, the cells were switched to hMSC adipogenic induction medium (#PT-3004, Lonza) and cultured for 3 days. The cells were then cultured for 1 day in supplemented hMSC adipogenic maintenance medium (#PT-3004, Lonza) according to the manufacturer’s instructions. Three cycles of culture in induction and maintenance medium were performed to stimulate optimal adipogenic differentiation.

### Overexpression of Ddx6

For overexpression of Ddx6 in 3T3L1 preadipocytes, the sequence of Ddx6 fused with EGFP was inserted into the retroviral vector pMXs containing a puromycin resistance gene (#RTV-012, Cell Biolabs Inc., San Diego, CA, USA) (Supplementary Fig. 2). The pMXs retroviral vector carrying Ddx6 with EGFP was transfected into 3T3L1 preadipocytes, and transfected cells were selected in the presence of puromycin.

### Lentiviral transduction for Ddx6 KO in 3T3L1 preadipocytes

The Ddx6 gene was knocked out using CRISPR-Cas9 technology. The Ddx6 gene was knocked out using CRISPR-Cas9 technology. sgRNA targeting TOM was used as a negative control and was cloned together with Ddx6 exon 4 into a Cas9-expressing lentiviral transfer vector (lentiCRISPRv2, Addgene #52961, Addgene, Watertown, MA, USA) according to the method described by Feng Zhang. 

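The Ddx6 guide GGAAAAACCATCTCCTATCC matched chromosome 9 of GRCm38 from 44614295 to 44614314 on the plus strand, in a search of the GENCODE M21 transcripts of Ddx6. The match lies in exon 4, from 44614212 to 44614316, of transcripts Ddx6-201, Ddx6-203 and Ddx6-202. It is in coding sequence in Ddx6-201 and Ddx6-203 and outside it in Ddx6-202. It ends 2 bases before the end of the exon, so the motif next to it runs into the intron and was not read here.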

The following sense oligonucleotides were used for the gRNAs targeting TOM and Ddx6 exon 4: 5′-CACCGCCCCGCGACGGCGTGCTGAA-3′ (forward)/5′-AAACTTCAGCACGCCGTCGCGGGGC-3′ (reverse) and 5′-CACCGGGAAAAACCATCTCCTATCC-3′ (forward)/5′-AAACGGATAGGAGATGGTTTTTCCC-3′ (reverse), respectively. These oligonucleotides were ligated into lentiCRISPRv2 according to the lentiCRISPRv2 and lentiGuide oligo cloning protocol of Feng Zhang. To prepare lentiviruses for TOM and Ddx6 gene disruption, lentiCRISPRv2–sgRNA TOM and Ddx6 transfer plasmids were cotransfected with the packaging plasmids pMD2.G and psPAX2 (Addgene plasmids 12259 and 12260, respectively). For viral transduction for gene disruption of TOM and Ddx6, 1 × 10^5^ 3T3L1 preadipocytes were incubated with 0.2 μm-filtered lentivirus-containing supernatant. Three days after infection, puromycin was added to select sgRNA/Cas9-positive cells. After puromycin selection, the cells were diluted into a single-cell suspension by limited dilution for single-cell cloning. To assess the efficiency of sgRNA-guided Cas9 cutting in the Ddx6 genomic sequence, the protein deletions were confirmed by western blotting.

### Lentiviral transduction for DDX6 KO in hMSCs

To KO the DDX6 gene using CRISPR-Cas9 technology as mentioned above, we designed plasmids and generated transfectants with them as described in our previous report^8^. Briefly, the sgRNAs targeting DDX6 exon 1 and a scramble sequence were cloned into a Cas9-expressing lentiviral transfer vector (Addgene). The following oligonucleotides were used for the DDX6 exon 1-targeting gRNA and the scramble sequence: 5′-CACCGTATAACAGGGTTCTCTGTTC-3′ (forward)/5′-AAACGAACAGAGAACCCTGTTATAC-3′ (reverse) and 5′-CACCGGCACTCACATCGCTACATCA-3′ (forward)/5′-AAACTGATGTAGCGATGTGAGTGCC-3′ (reverse), respectively. These oligonucleotides were ligated into lentiCRISPRv2. The lentiCRISPRv2–sgRNA DDX6 and scramble transfer plasmids were cotransfected with the packaging plasmids pMD2.G and psPAX2 (Addgene). For viral transduction-mediated DDX6 disruption and transduction of the scramble sequence, 1 × 10^5^ hMSCs were incubated with 0.2 μm-filtered lentivirus-containing supernatant. Three days after infection, puromycin was added to select sgRNA/Cas9-positive cells. After puromycin selection, the protein deletions were confirmed by western blotting to assess the efficiency of sgRNA-guided Cas9 cutting in the DDX6 genomic sequence.

### 4E-T silencing using siRNA transfection

Validated mouse 4E-T siRNA #1 (siRNA ID: s92476, antisense region located at exon 4 of 4E-T), 4E-T siRNA #2 (siRNA ID: s92477, antisense region located at exon 6 of 4E-T), and a nontargeting siRNA (#AM4611) as the negative control were obtained from a Silencer Select Predesigned siRNA Library (Thermo Fisher Scientific Inc.). According to the manufacturer’s instructions, 3T3L1 preadipocytes were seeded at a density of 2 × 10^5^ cells per well in six-well plates in 2 ml of high-glucose DMEM with 10% FBS and 1% penicillin/streptomycin. After overnight culture, siRNAs at a final concentration of 5 nM were premixed with 9 μl RNAiMAX transfection reagent (#13778075, Thermo Fisher Scientific Inc.) in 300 μl of Opti-MEM (#31985070, Thermo Fisher Scientific Inc.). Then, the mixture was added into each well. Eighteen hours after transfection, the medium containing siRNA was replaced with fresh medium with adipogenic differentiation cocktail to induce differentiation. Four days after transfection, the siRNA mixture was added again as described above to maintain the effect of 4E-T silencing.

### Dlk1 KO using the Alt-R CRISPR-Cas9 system

To KO Dlk1, validated mouse Dlk1 Alt-R CRISPR-Cas9 gRNA (crRNA) #1 (Design ID: Mm.Cas9.DLK1.1. AA), Dlk1 crRNA #2 (Design ID: Mm.Cas9.DLK1.1. AB), Dlk1 crRNA #3 (Design ID: Mm.Cas9.DLK1.1. AC) and Alt-R S.p. Cas9 nuclease V3 (catalog number: #1081058) as the negative control were obtained from the Alt-R CRISPR-Cas9 System (Integrated DNA Technologies Inc., Coralville, IA, USA). According to the manufacturer’s instructions, crRNAs at a final concentration of 10 nM were premixed with the same amount of tracrRNA (#1072532, Integrated DNA Technologies Inc.) in 1× nuclease-free duplex buffer (Integrated DNA Technologies Inc.). Then, the mixture was mixed with Alt-R S.p. Cas9 nuclease (#1081058, Integrated DNA Technologies Inc.) in Opti-MEM (Thermo Fisher Scientific Inc.) to form the RNP complex. The RNP complex was mixed with RNAiMAX transfection reagent (Thermo Fisher Scientific Inc.) in Opti-MEM. Then, the final mixture was added to wells containing 3T3L1 preadipocytes at 1 × 10^5^ per well in six-well plates in 2 ml of high-glucose DMEM with 10% FBS without penicillin/streptomycin. Eighteen hours after transfection, the medium containing the RNP complex was replaced with fresh medium with adipogenic differentiation cocktail to induce differentiation. The efficiency of Dlk1 gene disruption was confirmed by T7 endonuclease I (T7EI) assay.

### T7EI mismatch detection assay

To evaluate the efficiency of Dlk1 gene disruption, a T7EI (#M0302, New England Biolabs Inc., Ipswich, MA, USA) mismatch detection assay was used. The genomic DNA from Dlk1-KO cells treated with CRISPR-Cas9 reagents was amplified by PCR to ensure that the amplicon covered the site of the CRISPR gRNA target. PCR was performed with GoTaq Green Master Mix (#M7122, Promega Corporation, Madison, WI, USA) on a T100 thermal cycler (Bio-Rad Laboratories Inc. Hercules, CA, USA)) according to the manufacturer’s instructions. The following sets of primers designed for the CRISPR gRNA target site were used: oligonucleotide set 1: 5′-GGACGTGGGAGGTCGTTTC-3′ (forward) and 5′-TTCTTGCGAAGCATGTGGTTG-3′ (reverse); and oligonucleotide set 2: 5′-TCTCACCGATGGCCTTCCTA-3′ (forward) and 5′-CACCTCCACCCCCATTTCAA-3′ (reverse). Heteroduplex formation was performed using NEB buffer 2 (#B7002, New England Biolabs Inc.) on a T100 thermal cycler (Bio-Rad Laboratories Inc.) according to the manufacturer’s instructions. The heteroduplexes were digested with T7EI (New England Biolabs Inc.) at 37 °C for 20 min, and the products were electrophoresed through a 2% agarose gel. The bands were visualized using a VersaDoc system (Bio-Rad Laboratories Inc., Hercules, CA, USA).

### Total RNA extraction and reverse transcription-quantitative polymerase chain reaction (RT-qPCR) analysis

Total RNA from the cells was extracted using TRIzol (#15596018, Life Technologies, Carlsbad, CA, USA) and a Direct-zol RNA MiniPrep Kit (#R2052, Zymo Research, Irvine, CA, USA) with DNase I according to the manufacturer’s recommendations. To perform the RT-qPCR assay, 400 ng of total RNA was reverse-transcribed using a PrimeScript RT Reagent Kit (#RR037, Takara Bio, Shiga, Japan) and a T100 thermal cycler (Bio-Rad Laboratories Inc.). RT-qPCR was performed with KAPA SYBR FAST qPCR Kit Universal Master Mix (2×) (#7959397001, Kapa Biosystems Ltd., Wilmington, MA, USA) on a CFX Connect Real-Time System (Bio-Rad Laboratories Inc.). The relative gene expression levels were normalized to Gapdh expression.

### Oil red O staining and quantification

Fifteen micrograms of oil red O powder (#1320-06-5, Sigma-Aldrich) was dissolved in 30 ml of 100% isopropyl alcohol by gentle heating in a water bath at 37 °C. After dissolution, the solution was diluted with 20 ml of distilled water and filtered to remove undissolved powder. Cells in cell culture plates were washed with phosphate-buffered saline (PBS, #166-23555, Fujifilm Wako) twice, fixed with 4% paraformaldehyde (PFA, #163-20145, Fujifilm Wako) for 10 min at room temperature, and rinsed with 60% isopropyl alcohol. The samples were stained with oil red O solution for 30 min at room temperature. After fat droplets in adipocytes were stained, the samples were rinsed with 60% isopropyl alcohol again. Oil red O-stained cells were observed, and images were captured with an IX71 inverted microscope (Olympus, Tokyo, Japan). For quantification of adipogenesis, oil red O was dissolved in 100% isopropyl alcohol. The absorbance of each sample was measured by an iMark microplate reader (Bio-Rad Laboratories Inc.) at 492 nm.

### Western blotting

Cytoplasmic protein (50 μg) was dissolved in RIPA buffer (#182-02451, Fujifilm Wako), boiled for 10 min, electrophoresed through a 10% SDS polyacrylamide gel, and electroblotted onto a PVDF transfer membrane (#IPVH00010, Millipore, Billerica, MA, USA). The membrane was blocked with PBS containing 5% skim milk and 0.05% Tween 20 and incubated for 1 h with a Ddx6 antibody (#GTX102795, GeneTex Inc., Irvine, CA, USA) diluted 1:500 with blocking buffer. After washing, the membrane was incubated with a 1:5000 dilution of horseradish peroxidase-linked goat anti-rabbit IgG (#7074, Cell Signaling Technology, Inc., Danvers, Massachusetts, USA) in blocking buffer. Subsequently, the blots were developed using an enhanced chemiluminescence detection kit substrate (#1705060, Bio-Rad Laboratories Inc.), and the protein bands were visualized using a VersaDoc system (Bio-Rad Laboratories Inc.).

### Immunocytochemistry

Cells were fixed with 4% PFA at 4 °C for 5 min and permeabilized with 0.1% Triton X-100 at room temperature for 20 min in the presence of a protein-blocking solution consisting of PBS supplemented with 5% normal goat serum (#X090710-8, Agilent Technologies Inc., Santa Clara, CA, USA). The cells were incubated overnight with primary antibodies in PBS at 4 °C. The cells were washed extensively in PBS and incubated at room temperature for 30 min with a secondary antibody. The nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI; diluted 1:500, #5748, FUJIFILM Wako Pure Chemical) in PBS at room temperature for 30 min. To prevent fading during microscopy, the cells were mounted in DakoCytomation fluorescent mounting medium (#S302380-2, Agilent Technologies Inc.). Immunofluorescence images were visualized and recorded using a Biorevo BZ-9000 fluorescence microscope (Keyence Corporation, Osaka, Japan). Quantifications of PBs carried out in triplicated experiments by blinded independent researchers, who chose five to seven fields in each session.

### RNA-seq and data analysis

Total RNA was extracted from cells using a Direct-zol RNA MiniPrep Kit (Zymo Research) as described above. The quantity and quality of RNA in the samples were confirmed by an Agilent 2100 Bioanalyzer using RNA Nano Chips (Agilent Technologies). Libraries for next-generation sequencing (NGS) were constructed using a TruSeq Stranded Total RNA Sample Prep LS Kit (#20020596, Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. The constructed libraries were qualified and quantified by an Agilent 2100 Bioanalyzer using a high-sensitivity DNA assay (Agilent Technologies) and by quantitative PCR using a KAPA library quantification kit (#KK4824, Kapa Biosystems, Wilmington, MA). Finally, sequencing was performed at the NGS Core Facility at Kyoto Prefectural University of Medicine with HiScanSQ (Illumina, San Diego, CA, USA) using the standard 100 bp paired-end method. The produced RNA-seq base calls were converted into FASTQ file format by bcl2fastq2 conversion software v2.20 (Illumina). RNA-seq reads from the FASTQ files were then aligned to the reference mouse genome GRCm38/mm10 using TopHat2 v2.1.0 after performing quality control with FASTX Toolkit v0.0.13, FastQC v0.11.2, and PRINSEQ lite v0.20.4. Gene expression analysis was performed based on the fragments per kilobase million values calculated using the RNA-seq data by Cufflinks v2.2.1. The NGS data have been submitted to the Gene Expression Omnibus online database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE166450.

### Statistical analysis

In gene expression analyses and quantification of oil red O staining, we performed triplicate experiments. All calculations were performed using Excel (Microsoft Office 2018, Redmond, WA, USA), and plots were created using Prism 8 (GraphPad Software Inc., San Diego, CA, USA). The results are expressed as the means ± SDs. The statistical significance of differences between the groups was evaluated using Student’s *t* test when the sample groups have equal variances or using Welch’s *t*-test when the groups have unequal variances, and *P* values < 0.05 were considered to indicate significance.

## Supplementary information

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Figure S4

Supplemental Figure Legends

# Supplementary material for: RNA decay in processing bodies is indispensable for adipogenesis
**Source:** Cell Death Dis. 2021 Mar 17;12(4):285. doi: 10.1038/s41419-021-03537-7
**Supplement:** Supplementary file 5 — Supplemental Figure Legends

Supplementary figure legends

Supplementary Fig. S1. RT-qPCR analysis of the expression of *4E-T* in 3T3L1 preadipocytes on each day.

Individual RNA expression levels were normalized to *Gapdh* expression levels. The error bars indicate the SDs (n = 3).

Supplementary Fig. S2. Overexpression of Ddx6.

For overexpression of Ddx6, Ddx6 was fused with EGFP. The sequence was inserted into the retroviral vector pMXs with a puromycin resistance gene.

Supplementary Fig. S3. DDX6 KO in hMSCs.

The DDX6 gene was knocked out using CRISPR/Cas9 technology in hMSCs. KO of DDX6 was verified by Western blotting. A scramble sequence was used as a negative control.

Supplementary Fig. S4. Adipogenic differentiation of DDX6-KO hMSCs.

(A) Phase-contrast microscopy images during adipogenesis. On day 12, cells were fixed and stained with Oil Red O. The scale bar is 100 μm. (B) Relative absorbance of Oil Red O. The error bars indicate the SDs (DDX6-KO: n = 3, control and scramble: n=4). ** indicates significance (P<0.01).

How the deposited data were processed for this re-analysis (not part of the article)

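The values are FPKM per gene as computed by the authors with Cufflinks 2.2.1 after alignment to GRCm38/mm10 with TopHat2 2.1.0, following bcl2fastq2, FastQC 0.11.2, the FASTX Toolkit and PRINSEQ lite. Alignment, read filters and FPKM are in the values already and were not repeated here, and read counts were not used here. The release of the gene annotation is not given in the sources used here, and GENCODE M21 gave symbols and coordinates to 45139 of 46073 gene identifiers, while 934 kept the identifier alone.

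All 8 libraries were used, 2 in each of 4 groups (TOM and Ddx6-KO, each at day 0 and day 2), and none was left out. Library 1 and library 2 of a group follow the order of the deposited columns, since the numbers in the labels match the column numbers for only part of the libraries. FPKM was taken to log2(FPKM + 1), and 15811 genes with at least 1 FPKM in at least 2 libraries were kept. A linear model with 1 mean per group was fitted with limma 3.58.1 in R 4.3.3, with moderated variances that follow a trend with mean expression. Its 5 comparisons were day 2 against day 0 in TOM cells, the same in Ddx6-KO cells, the difference of these changes, and Ddx6-KO against TOM at day 0 and at day 2. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with 0.05 as the threshold, and every adjusted p of a single gene is from limma. At the thresholds of the study, a gene counted as lower at a ratio of mean FPKM of at most 0.5 with an unadjusted p under 0.05, and as within 2-fold in Ddx6-KO cells at a ratio between 0.5 and 2.

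A total of 29 gene lists was written before the data were examined, with the comparisons, the main settings and most of the alternatives. The lists cover genes of the study (12), mesenchymal transcription factors, negative regulators of adipogenesis, first-wave and second-wave factors, adipocyte markers, lipid synthesis, cholesterol synthesis and uptake, extracellular matrix, contractile genes, P-body components, interferon response, cell cycle, lysosomes and autophagy, cocktail response, p53 targets, the Dlk1-Dio3 region, imprinted growth genes, mitochondrial mRNAs, ribosomal proteins, the integrated stress response, glycolysis and hypoxia, and markers of osteoblasts, chondrocytes, muscle, macrophages, endothelium, epithelium, and pericytes and preadipocytes. Each list was tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, adjusted over the lists of a comparison. Members were also adjusted over the list alone.

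The rule for genes that the text names was among these choices. For each comparison, it takes the 10 genes with the largest change in each direction among those past the threshold with a mean of at least 1 FPKM, an official symbol and all libraries of a group above all of the other, every gene that the paper names, and of each list up to 4 members with the smallest p. Values of a named gene in the other comparisons, Cd63 as the parent of Cd63-ps, and the genes to print among those that the rule gives were chosen after their values were seen.

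The alternatives were a pseudocount of 0.1 or 5, no filter or a filter at 5 FPKM, TPM rescaling, median-ratio scaling, quantile normalization, leaving out small non-coding RNAs, predicted genes and pseudogenes, no variance trend, robust or no moderation, a fit to the libraries of the comparison alone, a replicate block by label number, a test on untransformed FPKM, a threshold of 0.1 or fold change alone, and leaving out each library in turn. Where a library is left out, its group has a lone library that is assumed to vary like the other groups. A replicate block by column number, library weights and floors under the FPKM values were added after seeing the data.

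The fit was tested on simulated data, with a mean of 5.8 false calls per simulation. Random gene lists (10000) were matched on mean expression. Chromosome medians over protein-coding genes above a minimum mean FPKM, GC content and gene length, and leukocyte transcripts were checked. The tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.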

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

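Among the tests below, the one on leukocyte transcripts was chosen only after the result was seen. The change from day 0 to day 2 differed between Ddx6-KO and TOM cells for 663 genes, tested as a difference of changes. The change was lower in Ddx6-KO cells for 11 cholesterol genes and 16 genes of glycolysis and hypoxia, and it was opposite in the cell lines for Apod (difference 9.89) and Ogn (8.28). Signals in gene groups that the paper does not report on, although it names Bst2 and H2-D1 of the interferon list and Gapdh of the glycolysis list, are those of 31 interferon response genes that fell and 11 cocktail response genes that rose in TOM cells, and of 18 cholesterol, 25 interferon and 18 glycolysis genes that fell in Ddx6-KO cells. In Ddx6-KO over TOM cells at day 0, 8 lipid synthesis, 16 cholesterol and 15 glycolysis genes were higher and 29 interferon genes were lower, and at day 2, 10 glycolysis genes were lower. Protein-coding genes of chromosome 18 had a median log2 difference of 0.938 at day 0 and of 0.888 at day 2 in Ddx6-KO over TOM cells.

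Of the 221 protein-coding genes of chromosome 18 above a minimum mean FPKM, 93.2% had an estimate above 0 in Ddx6-KO over TOM cells at day 0 and 91.9% at day 2. A gain of chromosome 18 material in the Ddx6-KO line predicts a shift along the whole chromosome, and 9 of 9 windows of 10 Mb had medians above 0.5 on both days. The windows compare the lines only with each other, and no unedited line is among the libraries. They therefore cannot tell a gain in the Ddx6-KO line from a loss in the TOM line. The day 0 median was 0.804 after regression on GC content, gene length and mean expression, which argues against GC content and gene length as the cause. It was 0.958 among 115 genes of at least 10 FPKM, which argues against unequal library depth. DNA was not analysed here, and with 1 line per genotype a gain may have been present before editing, as the 9 windows fit either order. Zeb1 and Cd63-ps lie on this chromosome. Cd63-ps ran against its shift, with a log2 difference in Ddx6-KO over TOM cells of −0.46 at day 0 (adjusted p = 0.084 from limma) and of −0.83 at day 2 (adjusted p = 0.0087). Cd63-ps is a processed pseudogene, and its reads were not told apart from those of its parent Cd63. These values may therefore not speak for the chromosome 18 locus.

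Interferon response genes were high in TOM cells at day 0 and fell by day 2. Leukocytes in the TOM day 0 libraries could bring such transcripts, and the highest of 5 leukocyte transcripts there, Cd74, had a mean of 3.99 FPKM, with Laptm5 at 2.31, Fcer1g at 1.46, Ptprc at 0.71 and Tyrobp at 0.058, which leaves this open. The paper's methods describe single-cell cloning after puromycin selection, a step that leaves no other cell type in a cloned line, and Ddx6-KO cells at day 0 had Cd74 at 5.4 FPKM with lower interferon genes. The deeper TOM day 0 library alone does not account for it, with 28 genes lower without that library, and nor does scaling, with at least 31 lower under the other 3 scalings. An antiviral response of TOM cells at day 0 was not tested.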

How the results depend on the processing

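Library weights, the replicate block by column number and the floors under the FPKM values were chosen only after the results were seen. Of 3305 recomputed values of 139 single-gene results, 3114 kept their direction and their side of the threshold, 147 (in 50 results) no longer passed, 38 (in 9) newly passed and 6 (in 3) changed sign. Of the main counts and medians, 157 values were taken as kept and 103 were not. A count was kept within 1.5 times, and a median by its sign and its test against random lists, whatever its size. The median change in Ddx6-KO cells of the genes lowered in TOM cells kept its direction under every setting, from −0.42 to −1.03. In simulated data, 25.6% of 2-fold changes were recovered, and how far depth or the number of libraries limits this was not tested. The cause was not tested for any of the changes that follow, except where a setting tests fewer genes or libraries. Loss of Ddx6 and every other difference between the lines go together, since each genotype is a single line.

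The main counts of changed genes are 1130 in TOM cells over time, 1684 in Ddx6-KO cells, 663 for the difference, 1796 between the lines at day 0 and 2995 at day 2. At an adjusted p under 0.1, they were 1735, 2623, 1108 and 2738 for the comparisons up to day 0. With only the libraries of the comparison, they were 319 in TOM cells, 705 in Ddx6-KO cells, 960 at day 0 and 1001 at day 2, and this setting gives no value for the difference. Without a filter, the difference had 410 genes and day 0 had 1142, and without moderation the difference had 381, day 0 had 1177 and day 2 had 1952. With camera at an estimated correlation, 4 list tests passed in place of 58, and 1 of the 4 is that of the study's 12 genes, chosen on these samples. With 1 library left out, the counts ranged from 513 to 1081 in TOM cells, from 429 to 1472 in Ddx6-KO cells, from 183 to 530 for the difference, from 348 to 1785 at day 0 and from 1160 to 2760 at day 2.

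At the study's thresholds, the 973 genes lower in TOM cells became 635 with the stricter filter and 2231 by fold change alone, and the 523 of them within 2-fold in Ddx6-KO cells became 336 and 1109, and 344 with a test on untransformed FPKM. The settings with floors used a 2-fold cut on mean log2 values and an unadjusted p under 0.05 from a per-gene t test. Floors under FPKM (none, 1, 10, 30, 50, 80, 90, 100, 120 and 150) gave 3122, 576, 212, 66, 36, 22, 18, 15, 11 and 10 genes lower in TOM cells, and 1218, 332, 158, 46, 23, 15, 11, 8, 7 and 6 of them within 2-fold in Ddx6-KO cells. After scaling to equal sums, the floors gave 3361, 794, 270, 82, 48, 26, 18, 15, 13 and 11, and 1427, 403, 167, 50, 29, 17, 11, 8, 8 and 7. After quantile normalization, they gave 2644, 609, 227, 72, 43, 25, 21, 19, 15 and 13, and 1073, 351, 172, 50, 29, 18, 14, 12, 10 and 9.

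Changes of sign, none of them in a called value, were those of Lpl in Ddx6-KO cells over time (−0.28 after TPM rescaling and −0.037 without Ddx6-KO day 0 library 1), of the difference in change of Dlk1 (0.19 without TOM day 0 library 1 and 0.30 without Ddx6-KO day 2 library 2, in a range from −0.70 with 1 library left out), and of Col1a2 between the lines at day 0 (−0.032 after median-ratio scaling and −0.011 without TOM day 0 library 2, in a range up to 0.14 with 1 library left out).

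The numbers in the labels match those of 5 of 8 columns, and each of the other 3 columns took the number left over in its group. A replicate block by these label numbers gave 429, 137, 16, 53 and 1115 changed genes in the order above, with 903 and 487 at the study's thresholds, a median of −0.98 and 56 list tests, and 43 of the single-gene calls were not made. Ddx6-KO day 0 library 2 is alone in its block there, so its group rests on the other library, with 2 residual degrees of freedom. With a replicate block by column number, the counts were 912, 1297, 486, 1419 and 2561, with 979 and 525 at the study's thresholds, a median of −0.68 and 52 list tests, and the single calls of Dlk1 in Ddx6-KO cells (adjusted p = 0.0509) and of the differences of Lamp1 (0.0568) and Lpl (0.0531) were not made. Deviations of libraries with the same number correlated between −0.0958 and 0.0666. Library weights gave 1157, 1552, 652, 2353 and 2314 changed genes.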

Differences from the paper's values

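At a ratio of at most 0.5 and an unadjusted p under 0.05, 973 genes were lower in TOM cells at day 2 than at day 0, and the paper gives 19 genes. None of the 24 alternatives set before the data were examined comes within 1.5 times of the paper's number, with values from 635 to 2231. Of these genes, 523 were within 2-fold in Ddx6-KO cells, and the paper gives 12, with values from 336 to 1109 under the 24 alternatives, none of them within 1.5 times. The number of genes within 2-fold in Ddx6-KO cells was 11341 of 15811 tested genes, and the paper gives 46,005 as unchanged there. The paper does not say whether a p-value entered that number, so the measures may differ. Under 17 alternatives, the values ran from 7486 to 16114, none of them within 1.5 times. The file holds 46073 genes, and no setting with the main or a stricter filter could come within 1.5 times of the paper's number. For those settings, this comparison was fixed by the filter. The paper states a 2-fold threshold for this comparison and, for the study as a whole, p under 0.05.

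After quantile normalization with a floor of 100 FPKM, 19 genes were lower in TOM cells, by a 2-fold cut and an unadjusted p under 0.05 from a per-gene t test. Of these, 12 were within 2-fold in Ddx6-KO cells, where 46003 of all genes were within 2-fold. This setting was chosen after seeing the values and drops 4 of the paper's 12 genes. The most of the 12 kept by a setting with counts near the paper's is 11, at equal sums with a floor of 90 (18 and 11 genes) and after quantile normalization with a floor of 80 (25 and 18 genes), both chosen after seeing the values. There were 30 settings without or with a floor, all chosen after seeing the values and with these 3 among them. Of the 30, 12 come within 1.5 times of the paper's number of lower genes. For its number of those not reduced in Ddx6-KO cells, 12 do, and for its number of unchanged genes, 28 do. These settings count all 46073 genes, and a gene under the floor in all Ddx6-KO libraries counts as within 2-fold. The 28 therefore say little about the paper's processing.

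The paper states that Dlk1 is kept during induction in Ddx6-KO cells. Its change there was −1.65, with a ratio of 0.325, and this call was lost under 11 of 24 alternatives. Its change in TOM cells was −1.45, which did not pass (adjusted p = 0.057 from limma). Dlk1 was lower in Ddx6-KO than in TOM cells at both times, by −2.87 and −3.07. The paper lists its 12 genes as not reduced in Ddx6-KO cells, by 2-fold in the legend of Fig. 5B, and Thbs2, Cd63-ps and Dlk1 had a ratio of at most 0.5 there, with Thbs2 down by 1.36 and Cd63-ps by 1.11. Pcolce and H2-D1 fell there by less than 2-fold, by 0.65 and 0.82, and the other 7 genes did not pass the test there. The Ddx6-KO calls of Pcolce, H2-D1 and Thbs2 were lost under 6, 5 and 1 of 24 alternatives. That of Cd63-ps was lost under 2 of 23. The paper lists all of the 12 as 2-fold lower in TOM cells, and 10 had such a ratio, with Sqstm1 at −0.87 and Cd63-ps at −0.73 on the log2 scale. The difference of the changes ran the paper's way for Bst2 (4.29), Tpm1 (2.06), Thbs2 (1.72), Lpl (1.22) and Lamp1 (0.99), though the calls of Lpl and Lamp1 were lost under 15 and 14 of 23 alternatives and the study chose these genes on these samples.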

Other observations

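The tests on floors were chosen only after the result was seen. In Ddx6-KO over TOM cells at day 0, 1 of 6 mesenchymal factors was higher (2 higher and 3 lower when adjusted over the list alone), 1 of 18 negative regulators was higher and 3 were lower (2 and 4), and 1 of 9 second-wave factors was higher and 1 lower (1 and 2). Pparg, the main transcription factor of adipogenesis, was lower in Ddx6-KO than in TOM cells at day 0 by −1.97 (adjusted p = 0.0039) and at day 2 by −3.43 (adjusted p = 0.0004). Cebpd, an early factor, was higher by 2.40 at day 0 and by 1.87 at day 2, and Cebpa was lower by −2.29 at day 2. Zeb1, a transcription factor on chromosome 18, was higher by 1.41 at day 0 and by 1.55 at day 2. Gas6, a secreted ligand of receptor kinases, was lower by −5.39 at day 0 and by −6.66 at day 2, and Serpinb2 was higher by 5.33 at day 0. At day 2, 12 of 18 adipocyte markers were lower in Ddx6-KO cells (13 lower and 2 higher when adjusted over the list alone; adjusted p = 0.143 with an estimated correlation), with Fabp4 at −6.15 and Acsl1 at −4.14, and 4 of 9 second-wave factors were lower (5 lower and 1 higher; adjusted p = 0.275).

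At day 0, 16 of 21 cholesterol genes (20 over the list alone), 15 of 19 of glycolysis and hypoxia (17), 8 of 15 of lipid synthesis (9) and 7 of 19 first-wave factors (11) were higher in Ddx6-KO than in TOM cells, with Hmgcs1 at 1.31, Ldha at 1.29 and Scd2 at 1.45. The other way, 1 glycolysis gene (1), no lipid synthesis gene (1) and 1 first-wave factor (3) were lower. Of 38 interferon genes, 29 (31) were lower and 2 (3) higher, with Mx1 at −4.17. These 5 lists had adjusted p = 0.0708 with an estimated correlation. Without Ddx6-KO day 0 library 1, they numbered 4, 7, 2, 3 and 19, and without library 2, 5, 8, 2, 2 and 13. Without TOM day 0 library 1, 10 glycolysis and 5 lipid synthesis genes were called higher and 17 interferon genes lower, and without either Ddx6-KO day 2 library 5 lipid synthesis genes were called higher. At day 2, 18 of 37 ribosomal protein genes (21 over the list alone), 13 of 37 cell cycle genes (14), 10 of 19 of glycolysis (14) and 9 of 20 of the integrated stress response (9) were lower in Ddx6-KO cells, with Rpl6 at −1.54, Mcm6 at −1.25 and Ldha at −1.67, and 2 cell cycle genes (2) and 1 of the integrated stress response (1) were higher. Their adjusted p with an estimated correlation was 0.143, 0.143, 0.173 and 0.275. Without TOM day 2 library 1, these numbered 8, 1, 5 and 4, without library 2, 10, 4, 5 and 4, and without Ddx6-KO day 2 library 1, 12, 5, 5 and 5, and without library 2 of that group, 5 glycolysis genes were lower.

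Between the lines, 1036 genes were higher and 760 lower in Ddx6-KO cells at day 0, and 1638 and 1357 at day 2, where the split was 1062 and 1585 after TPM rescaling and 1229 and 1599 after median-ratio scaling, which moved the median of all genes from 0.114 to 0. The count of 1796 genes at day 0 was 725 and 1145 without TOM day 0 libraries 1 and 2, and 408 and 348 without the Ddx6-KO ones. The count of 2995 at day 2 was 1160 and 1239 without TOM day 2 libraries 1 and 2, and 1534 without Ddx6-KO day 2 library 1.

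Lists not described at a claim had these counts over time of higher and lower genes, in TOM and then in Ddx6-KO cells. Mesenchymal transcription factors had 1 and 0, then 1 and 0, and negative regulators 2 and 1, then 1 and 2. The mesenchymal factor higher in TOM cells was Snai1, at 1.995, a call lost under 4 of 24 alternatives. By RT-qPCR relative to Gapdh, another measure, the paper reports a gradual decrease of Snai1 in native cells and the same kinetics in mock transfectants. P-body components had 1 and 0, then 3 and 1, and cell cycle genes 0 and 1, then 1 and 4. The p53 targets had 0 and 4, then 3 and 3, imprinted growth genes 1 and 3, then 2 and 3, mitochondrial mRNAs 2 and 0, then 1 and 0, and ribosomal protein genes 1 and 0, then 0 and 0. Genes of the integrated stress response had 1 and 4, then 1 and 10. Markers of osteoblasts had 0 and 1 in both lines, of chondrocytes 0 and 1, then 1 and 0, of pericytes and preadipocytes 2 and 1, then 2 and 3, and markers of muscle, endothelium and epithelium had none. With an estimated correlation, none of these lists passed over time. Where camera at the preset correlation had passed, the adjusted p became 0.42 for P-body components, mitochondrial mRNAs and the integrated stress response, 0.288 for p53 targets, 0.158 for imprinted growth genes, 0.19 for ribosomal protein genes and 0.219 for osteoblast markers in TOM cells. In Ddx6-KO cells it became 0.109 for cell cycle genes and the integrated stress response and 0.578 for mitochondrial mRNAs. Many of these counts are small and move by over 1.5 times with the setting. The 10 lower stress response genes in Ddx6-KO cells numbered 5 and 4 without Ddx6-KO day 0 libraries 1 and 2 and 6 without Ddx6-KO day 2 library 1, and the 4 in TOM cells numbered 1 without TOM day 0 library 1 or TOM day 2 library 2 and 2 without TOM day 2 library 1. The 4 lower cell cycle genes in Ddx6-KO cells numbered 14 after TPM rescaling, and 1 and 0 without Ddx6-KO day 0 libraries 1 and 2. The higher P-body genes numbered 5 in TOM cells without TOM day 0 library 2, and 0 in Ddx6-KO cells without either Ddx6-KO day 0 library. Mitochondrial mRNAs had 6 higher in TOM cells without TOM day 0 library 2 and 0 without any other single library, and p53 targets had 1 higher and 0 lower in Ddx6-KO cells without either Ddx6-KO day 0 library.

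Principal component 1 of the libraries (31.7% of variance) separated the lines, component 2 (24.0%) the days, and component 4 (11.7%) the libraries of Ddx6-KO at day 2 from each other. Over protein-coding genes, the median of chromosome 10 was −0.38 and that of chromosome 1 was 0.36 in Ddx6-KO over TOM cells at day 0.

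The small number of genes in the paper's comparison could come from a floor near 100 FPKM under the values, since its 12 genes all lie above that level in TOM cells at day 0. Without a floor, at least 2644 genes were 2-fold lower in TOM cells with an unadjusted p under 0.05 from a per-gene t test. Without a filter, 1220 were lower at the study's thresholds and 1104 with a test on untransformed FPKM. These counts argue against a comparison with no floor or filter. Of 30 settings without or with a floor, 1 had both of the paper's counts, which leaves this explanation open.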
